# Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes

**DOI:** 10.3389/fmed.2020.581082

**Published:** 2020-12-18

**Authors:** Hari Prasad Osuru, Umadevi Paila, Keita Ikeda, Zhiyi Zuo, Robert H. Thiele

**Keywords:** cecal ligation and puncture (CLP), sepsis, subcellular energetics, OXPHOS, isoflurane, propofol

## Abstract

**Background:** Hepatic dysfunction plays a major role in adverse outcomes in sepsis. Volatile anesthetic agents may protect against organ dysfunction in the setting of critical illness and infection. The goal of this study was to study the impact of Sepsis-inflammation on hepatic subcellular energetics in animals anesthetized with both Propofol (intravenous anesthetic agent and GABA agonist) and Isoflurane (volatile anesthetic i.e., VAA).

**Methods:** Sprague-Dawley rats were anesthetized with Propofol or isoflurane. Rats in each group were randomized to celiotomy and closure (control) or cecal ligation and puncture “CLP” (Sepsis-inflammation) for 8 h.

**Results:** Inflammation led to upregulation in hepatic hypoxia-inducible factor-1 in both groups. Rats anesthetized with isoflurane also exhibited increases in bcl-2, inducible nitric oxide synthase, and heme oxygenase-1(HO-1) during inflammation, whereas rats anesthetized with Propofol did not. In rats anesthetized with isoflurane, decreased mRNA, protein (Complex II, IV, V), and activity levels (Complex II/III,IV,V) were identified for all components of the electron transport chain, leading to a decrease in mitochondrial ATP. In contrast, in rats anesthetized with Propofol, these changes were not identified after exposure to inflammation. RNA-Seq and real-time quantitative PCR (qPCR) expression analysis identified a substantial difference between groups (isoflurane vs. Propofol) in mitogen-activated protein kinase (MAPK) related gene expression following exposure to Sepsis-inflammation.

**Conclusions:** Compared to rats anesthetized with Propofol, those anesthetized with isoflurane exhibit more oxidative stress, decreased oxidative phosphorylation protein expression, and electron transport chain activity and increased expression of organ-protective proteins.

## Introduction

Volatile anesthetic agents (VAAs) have been shown to attenuate myocardial (1) and neurologic (2) injury after ischemic events in both animal and human studies, and small clinical trials have suggested a potential mortality benefit associated with the use of VAAs in patients undergoing cardiac surgery (who are at risk of both myocardial and cerebral ischemia) (3). The beneficial effect of VAAs administered prior to an insult is called anesthetic pre-conditioning (APC) and is mechanistically similar to but distinct from ischemic preconditioning (IPC) in which the insult is preceded by a brief period of ischemia and reperfusion, which then leads to protection (4).

Sepsis, which has a mortality rate of ~18–32%, is a significant global health problem, causing 721,000–2.1 million deaths/year, worldwide (5–8). While not traditionally used in the intensive care unit (ICU) environment, there is some evidence that VAAs may counteract the deleterious effects of sepsis on hemodynamics (9, 10), which may lead to improved mortality in animal models when compared to more traditional intravenous anesthetic agents- example, gamma-aminobutyric acid agonists (GABA agonists) (11, 12). The recent development of the AnaConDa™ (Sedana Medical, Uppsala, Sweden) and Mirus™ (Pall Medical, Dreieich, Germany) systems has made the use of VAAs in the ICU clinically practical, offering clinicians a novel strategy for ICU sedation which may also confer some degree of organ protection (13). In fact, a recent pilot study comparing VAAs to intravenous midazolam (GABA agonists) in humans with acute respiratory distress syndrome (ARDS) found reduced endothelial injury and inflammation as well as improved oxygenation in the VAA group (14).

The organ-protective mechanisms of APC are not fully understood but both APC and IPC appear to share activity on G-protein coupled receptors, protein kinase C, Mitogen-activated protein kinase (MAP kinases), Extracellular signal-regulated kinase (ERK), AKT serine/threonine-protein kinase (AKT kinase), hypoxia-inducible factor-1 (HIF-1), adenosine triphosphate (ATP)-sensitive potassium (K^+^) channels, and both free radical and nitric oxide (NO) production (15–17). All of these pathways intersect at the level of the mitochondria, which play a central role in the metabolic activity of eukaryotes (including during sepsis), through their production of ATP via the electron transport chain (ETC) as well as the production of reactive species as a byproduct of this process (18).

Makaryus et al. recently utilized proton magnetic resonance spectroscopy (pMRS) to better understand the differences of VAAs and GABA agonists on the metabolomic profile of the brain, finding that VAAs favored an anaerobic state (19). This data is consistent with prior work suggesting that VAAs inhibit Complex I of the ETC, leading to anaerobic metabolism and lactate production (19, 20). Propofol, by contrast, does not inhibit Complex I (21), but likely inhibits Complex II (22). The metabolic effects of anesthetics under septic conditions are not clearly understood. This knowledge may be useful to define the mechanisms of anesthetics-induced organ protection in critically ill patients. The primary purpose of this study was to compare the impact of inflammation on subcellular metabolism in the liver (one of the first organs affected by intra-abdominal infection) of animals exposed to VAAs (isoflurane) and GABA agonists (Propofol). In addition, we also evaluated oxidative stress and RNA-Seq profiles of Liver exposed to VAAs (isoflurane) and GABA agonists (Propofol).

## Materials and Methods

This study was approved by the animal care and use committee (IACUC) at the University of Virginia (protocol 4140) and conforms with the *Guide for the Care and Use of Laboratory Animals, 8th Edition* published by the National Institutes of Health (revised 2011). We have included additional methodological details in the Supplemental Digital Content-Methodology.

### General Preparation

Pre-surgical preparation, anesthesia, surgery (CLP) procedure monitoring and sample collection was performed as we previously described (23), 10-week-old (average weight 341 g) 48 male Sprague-Dawley rats (Envigo Corporation, Huntingdon, Cambridgeshire, UK) were induced with 5% isoflurane in 100% O_2_ for 12 min (isoflurane group) or 100–10 mg/kg intraperitoneally injected ketamine-xylazine (Propofol group). Rats were intubated orotracheally using a 16 ga. intravenous (IV) catheter, then mechanically ventilated (initial settings 1 Hz, 3.2 mL tidal volume). End tidal CO_2_ (ETCO_2_) was kept between 35 and 45 mm Hg. The right femoral artery and a tail vein or the right femoral vein were exposed and cannulated with 24 ga. IV catheters. Anesthesia was maintained with isoflurane (starting dose 1.5%, inspired) in 100% O_2_ or Propofol (average infusion rate 367 μg/kg/min, also 100% O_2_) and anesthetic depth was confirmed by toe pinching every 30 min. Temperature was measured and controlled to a target of 37°C with a rectal probe and a heating pad to a target of 37°C. A pulse oximeter was placed on the left lower extremity foot pad to measure arterial oxygen saturation (SpO_2_).

### Surgical Procedure(s) and Sample Harvesting

After obtaining vascular access, 2 mL of arterial blood was withdrawn and replaced with normal saline (NS, 37°C). Two hundred microliter of each sample was used for arterial blood gas (ABG) analysis (Chem8^+^ and CG4^+^, Abbot i-Stat, Lake Bluff, IL) and 1.8 mL was injected into a serum collection tube and stored at room temperature for 45 min, after which it was centrifuged at 4°C. Serum was then separated and stored at −80°C.

Abdominal hair was shaved using an electric razor and cleaned with three 70% isopropyl alcohol swabs, followed by scrubbing with a 2% chlorhexidine gluconate and 70% isopropyl alcohol prep stick. A sterile drape was applied and a 2–3 cm midline celiotomy was performed using sterile technique. For isoflurane (24 total) and Propofol-based (24 total) anesthetics, animals were divided into controls (C) and cecal ligation and puncture (CLP) groups in alternating fashion. In the control (sham surgery) group, the cecum was removed from the abdomen and immediately returned to the abdominal cavity. In the inflammation group, 90% of the cecum (by volume) was ligated with a size 0 silk suture, 10 holes were placed using a 16-gauge needle (mesenteric border and anti-mesenteric borders), and patency was confirmed through extrusion of extruding fecal contents. The celiotomy was closed with 4–0 running silk sutures through the muscular layer, followed by skin clips. The animal was turned prone, a halogen light source trans-illuminated the skull, and near infrared spectroscopy (NIRS) recordings were initiated. Hypotension (mean arterial pressure < 80 mm Hg) was first treated with warm normal saline (NS) (up to 3.3 mL/kg/hr) given intravenously. If ineffective, the dose of anesthetic was reduced (and depth of anesthesia confirmed) when possible.

General anesthesia was maintained for 8 h post-celiotomy, after which 2 mL of arterial blood was withdrawn. Bilateral burr holes were placed and the supratentorial brain was ejected onto a liquid N_2_-cooled copper plate by applying a high-pressure air hose to one of the burr holes (freeze blow technique, see brain data published previously) (23). Immediately after death of the animal, the abdominal closure was re-opened, a piece of liver (~25% by volume) was removed and placed immediately into liquid nitrogen.

For biochemical analysis, all tissues were removed from −80°C storage and finely ground in liquid N_2_ using a mortar and pestle. Ten to fifty milligram of tissue powder (per sample) were used to measure protein expression, markers of oxidative stress, ATP levels, and other molecular studies.

### Enzyme-Linked Immunosorbent Assays (ELISA)

As we described previously (23), Arterial blood was placed in BD Vacutainer tubes (Becton Dickson, Franklin Lakes, NJ) after collection, hand-mixed, and stored at room temperature for 45 min, after which it was centrifuged (2,000 g) for 20 min at 4°C. The serum was removed with a micropipetter and stored at −80°C for later analysis. Interleukin (IL)-6 (RAB0311, Sigma, St. Louis, MO), Interleukin (IL)-1β (RAB0277, Sigma), and tumor necrosis factor (TNF)-α (ab100785, Abcam, Cambridge, UK) were measured in accordance with the manufacturer's instructions. For all assays, standards and unknowns were both measured in duplicate.

### Liver ATP Levels

Liver mitochondrial ATP levels were measured using Bioluminescent Assay kit (MAK135, Sigma) according to the manufacturer's protocol. Briefly, a working reagent was added to the extracted mitochondria (Cayman Chemicals #701010, Ann Arbor, MI) to inducing lysis and releasing ATP. The addition of luciferase and D-Luciferin to the lysed product allowed for the measurement luminescent intensity (ATP) of the sample using Synergy™ Multi-Mode Microplate Reader (BioTek, USA). All the samples were read in duplicate and purified ATP (Abcam, ab 83355) used as a standard.

### Immunoblotting

Rat liver tissue (50 mg), were used either for nuclear protein extraction or for whole cell lysate preparation, depending on the protein to be analyzed. As we described previously (23), Nuclear proteins were extracted using a commercially available nuclear extraction kit (Abcam ab113474, Cambridge, MA) in accordance with the manufacturer's protocol, with the exception of adding 100 uM of the prolyl hydroxylase stabilizer CoCl_2_ to the extraction buffer (RIPA) to prevent hypoxia-inducible factor-1α (HIF-1α) degradation in the presence of atmospheric oxygen.

For whole cell lysate extraction, 250 uL of ice-cold lysis buffer (RIPA) containing Halt™ protease and phosphatase inhibitor cocktail was added to the 50 mg of liver tissue powder, which was sonicated on ice (3 cycles of 10 pulses, power 5, Fisher Scientific Sonic Dismembrator Model F60, Pittsburgh, PA). Lysates were then centrifuged (13,000 rpm) for 20 min at 4°C and supernatant was collected.

Protein concentrations were measured using a Bicinchoninic Acid (BCA) kit (Thermo Scientific). Ten to Thirty microgram of whole cell lysate (50 μg for HIF-1α) was heat-denatured at 95C, loaded onto 4–20% Tris-Glycine polyacrylamide gradient gels (Bio-Rad, Hercules, CA), and electrophoresed. Proteins were transferred to PVDF membrane (Millipore, Darmstadt, Germany), blocked for 1 h at room temperature in SuperBlock phosphate-buffered saline (PBS) Blocking Buffer (Thermo-Fisher # 37515) and incubated with primary antibodies at 4°C overnight. Specific antibodies utilized included: anti-HIF-1α (1:2,000, rabbit-mAb # 14179, Cell Signaling [Danvers, MA]; note: for HIF-1α, overnight incubation with primary antibodies was repeated after washing three times with PBST), anti-heme-oxygenase-1 (HO-1, 1:3,000, mouse- mAb # NBP1-97507, NovusBio [Littleton, CO]), or anti-B-cell lymphoma 2 (bcl2, 1:5,000, mouse- mAb # NB100-78543, NovusBio), anti-inducible nitric oxide synthase (iNOS, 1:1500, rabbit-mAb # 13120, Cell signaling). For loading controls, anti-β-tubulin (1:2,000, mouse-mAb # NB 120-7792, NovusBio) and anti-Lamin B1 (1:2,000, rabbit-mAb # 13435, Cell Signaling) were used. After primary antibody incubation, the PVDF membranes were washed three times in PBST for 10 min. PVDF membranes were then incubated with horseradish peroxidase–conjugated secondary antibodies (1:1,000–15,000, depending on the primary antibody used, Santa Cruz Biotechnology [Dallas, TX] and Cell Signaling], see Supplemental Digital Content-Methodology section for more details) at room temperature for 1 h. Immunoreactivity was detected using Super Signal West Femto (Thermo Scientific), and enhanced chemiluminescence substrate. Images were captured using GBOX (Chemi XR5; Syngene), and blots were analyzed densitometrically using the computerized image analysis software (Gene Tools from Syngene). Protein bands were normalized to loading controls (β-tubulin or Lamin B1) and expression levels were presented in percentage.

### Measures of Oxidative Stress: Protein Carbonyl Assay

Protein carbonyls levels are widely used to measure protein oxidation. As previously described (23). In brief, 50 mg of Liver tissue powder was suspended in ice cold PBS + 0.5 mM EDTA buffer containing a protease and phosphatase inhibitor cocktail (Halt™), followed by sonication and centrifugation at 4°C. To remove nucleic acids from the supernatant, 10% streptozocin was added and the supernatant was incubated at room temperature. After re-centrifugation, 5 uL of sample were utilized for the measurement of protein concentration (BCA assay), and the remainder was used for the Protein Carbonyl Content Assay Kit (MAK094, Sigma-Aldrich, St. Louis, MO) in accordance with the manufacturer's instructions. 2,4-dinitrophenylhydrazine (DNPH) was added to each sample, followed by vortexing and incubation at room temperature. TCA was added followed by repeat vortexing, incubation on ice, centrifugation at 4°C, and removal of supernatant. Acetone was added to the pellet which was then sonicated and centrifuged. Guanidine solution was added and sonication repeated, after which absorbance was measured at 375 nm (A_375_), allowing for the calculation of carbonyl content.

### S-Nitrosylation Assay

As previously described (23), liver ground tissue powder was lysed in HENS buffer containing 100 mM HEPES (pH 7.8), 1 mM EDTA, 0.1 mM Neocuproine, and 1% SDS, followed by sonication and centrifugation at 4°C. Supernatant was collected and the protein concentrations were determined using a BCA kit (Thermo Scientific). Two microliter of 1 M methyl methanethiosulfonate (MMTS) was added to each sample, which was then vortexed and incubated at room temperature. Pre-chilled acetone was added to the samples and incubated at −20°C, in order to precipitate the protein. The samples were centrifuged, the pellet was air dried, and then re-suspended in HENS buffer. Sodium ascorbate and iodo-TMT labeling reagent were added, vortexed, and incubated in a cold room overnight. Pre-chilled acetone was added to the samples which were incubated at −20°C, re-centrifuged at 10,000 rpm for 15 min, then the pellet was air dried and re-suspended in HENS buffer. 12.5 ul of 4X reducing Laemmli sample buffer was added to the iodo-TMT-labeled samples, and heated at 99C for 5 min. Twenty microliter of each sample was loaded onto 4–20% TGX gels and electrophoresed. Proteins were then transferred to PVDF membrane, blocked for 1 h at room temperature in SuperBlock Blocking Buffer (Thermo-Fisher # 37515), then incubated at 4°C overnight with anti-TMT antibody (1:2,000, Thermo-Fisher # 90075). Membranes were then washed three times in TBST for 10 min then incubated with anti-mouse IgG-HRP conjugated (1:15,000) secondary antibody at room temperature for 1 h. Immunoreactivity was detected using enhanced chemiluminescence substrate (Super Signal West Femto; Thermo Scientific). Images were captured using GBOX (Chemi XR5; Syngene), and gels were analyzed densitometrically using the computerized image analysis software (Gene Tools from Syngene). Loading controls (total protein) were stained with Ponceau S solution and S-nitrosylation was normalized to Ponceau S stain of total protein.

### Serum Nitric Oxide Levels

Total serum nitric oxide levels were estimated using a colorimetric assay kit that measures total nitrate, nitrite levels (Nitric Oxide Assay Kit# EMSNO, Invitrogen). All the serum samples were diluted (1:2) with assay dilution buffer and filtered through a 10,000 MWCO spin columns (ab93349, Abcam) and 50 ul was used for assay. Nitrate, Nitrite concentrations were determined by spectrophotometric analysis at 540 nm (Synergy™ Multi-Mode Microplate Reader (BioTek, USA) and the total serum nitric oxide levels were calculated by using standard curve and according to the manufacturer's protocol. All the samples were read in duplicate and NO products were expressed as μmoles.

### Mitochondrial Isolation and Complex I-V Activity Assay

#### Mitochondrial Isolation

Rat liver mitochondria was isolated using the MitoCheck® Mitochondrial Isolation Kit (Cayman Chemicals #701010, Ann Arbor, MI) by following the manufacturer's instructions. Briefly, 1.2 gm of Liver tissue was rinsed in 2 mL of cold mitochondrial isolation buffer (MIB) to remove blood. Tissue pellet was suspended in 2 mL of mitochondrial homogenization buffer (MHB), homogenized with Dunce Tissue Homogenizer for 10Sec X 3 times on ice and centrifuged at 1,000 rpm for 10 min at 4°C. Supernatant was collected to a new pre-chilled 2 ml tube and filled with remaining MHB buffer, centrifuged at 10,000 rpm for 10 min at 4°C. The pellet was re-suspended in 500 μL of cold MIB buffer and the protein concentration was measured using BCA kit (Thermo Scientifics) with bovine serum albumin as a standard.

#### Mitochondrial Complex Activity Assays

For Complex I-V activity assays 10 μg of control or test liver mitochondrial protein extract was diluted in 20 ul of complex assay buffer. All samples were measured in duplicate using Synergy™ Multi-Mode Microplate Reader (BioTek, USA). All the MitoCheck Complex Activity Assay Kits were purchased from Cayman Chemicals, MI and all the activity assays was performed according to the manufacturer's protocols.

The activity of complex I (NADH oxidase/co-enzyme Q reductase, Kit #700930) was analyzed by measuring the decrease in NADH oxidation, which is reflected by a decreased in absorbance at 340 nm in the presence of 100 mM potassium cyanide (KCN) to prevent the oxidation of co-enzyme Q reductase. The activity of complex II/III (Kit #700950) is determined by measuring the complex III-dependent reduction of cytochrome c (Cyt c) in mitochondrial sample, which is reflected by increased absorbance at 550 nm. Complex II/III activity were performed in the presence of 1 μM Rotenone and 2 mM KCN, to prevent backflow of electrons through complex I and the reduction of cytochrome c by complex IV. Mitochondrial Complex IV (cytochrome *c* oxidase, Kit# 700990) was determined by measuring the rate of oxidation of cytochrome c, due to oxidization of the reduced cytochrome c, which is reflected by a decrease in absorbance at 550 nm. Mitochondrial Complex V (F_1_F_0_ ATP Synthase, Kit# 701000) activity was analyzed by the rate of NADH oxidation, which can be measured by a change in absorption at 340 nm. Complex I also oxidize NADH, to prevent Complex I interference we performed Complex V assay in the presence of 1 μM Rotenone.

#### Liver Mitochondrial OXPHOS Levels

To evaluate the levels of total OXPHOS in liver, 25 μg of isolated, pooled mitochondria (see Supplementary Table 1) were resuspended in 5 X SDS-PAGE sample loading buffer, incubated at room temperature for 30 min. Proteins were separated on 4–20% PROTEAN® TGX™ Precast Protein Gels (Bio-Rad), and was analyzed by Western blotting. Blots were probed with a total OXPHOS Rodent WB Antibody Cocktail diluted 1:1,000 in washing buffer (ab110413; Abcam, Cambridge, UK) and selective for each of the 5 electron transport complexes (*I*–*V*). Ponceau S-staining and mitochondrial protein anti-HSP60 (1:5,000, rabbit-mAb #GTX110089, GeneTex) was used for loading control and for the normalization for the densitometric quantification.

#### Liver Mitochondrial DNA Levels

DNA was extracted from frozen Liver tissue (20 mg) using DNeasy Blood & Tissue kit (#69504, Qiagen). DNA quality and quantity were estimated using a Nanodrop spectrophotometer (Thermo Scientific). To estimate the amount of mtDNA relative to nDNA, we used two sets of primers encoding a mitochondrial gene (*Mt_Nd1* and *Mt_Nd6*) and a nuclear gene Tubulin (*Tuba1*) (24). iTaq universal SYBR® Green supermix (BioRad, USA) and 50 ng of DNA was used and amplification was conducted using CFX Connect Real-time qPCR system (Bio Rad, USA). The relative mtDNA content was calculated using ΔΔCT method (25). Accuracy of the target amplicon was checked with a melting curve, and each sample was read in triplicate.

#### RNA Isolation, Library Preparation, Sequencing, Quality Control, and RNA Expression Analysis

To better understand the interaction between sepsis-inflammation and anesthetic agents, we analyzed mRNA expression for the two groups of rats anesthetized with isoflurane or Propofol and contrasted CLP with controls/sham (no CLP) in both these groups. Differential expression analysis was performed with DESeq2 (26) and statistically significant differences were then screened by the authors with a focus on genes related to oxidative phosphorylation (OXPHOS), energy metabolism, cellular protection, and oxidative stress. The pathway enrichment was performed with clusterProfiler from the R package (27) and the heatmaps were generated with the ComplexHeatmap package in R (28).

Tissue pooling was performed as previously described (23) and is reported in Supplementary Table 1. In brief, we used a commercial kit for total RNA isolation (RNeasy plus mini kit, Qiagen) and NanoDrop (ThermoFisher Scientific) to estimate the RNA concentrations. Two hundred nanogram of each sample was sent to our Genome Analysis Technology Core for mRNA sequencing using Illumina Next-Generation. Technical details of sequencing, including total RNA quantification, library selection, quality control, and RNA expression analysis were previously reported (23).

To focus our results on key pathways known to be related to inflammation and subcellular energetics, the following screening search terms were employed: angiogenesis, cytochrome, oxidative, stress, hsp, electron, heat, atp, metabolic, apoptotic/apoptosis, mitochondria, complex, hypoxia, mapk, and NF-κB pathway. All processed data were uploaded to the gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo/; accession # GSE138454).

#### Real-Time RT-PCR (Qpcr)

To estimate and validate the NGS-RNAseq- mRNA expression levels, we selected list of mitochondrial OXPHOS complex I-V genes that encode specific mitochondrial complex subunits, along with a housekeeping reference gene. Total RNA (2–5 μg) was reverse transcribed using iScript-Adv cDNA Synthesis Kit (BioRad, USA). The resulting cDNA (50–100 ng) was subjected to qPCR analysis in a final volume of 20 μl containing, iTaq universal SYBR® Green supermix (BioRad, USA) and gene specific primers (Supplemental Digital Content). Amplification was conducted using CFX Connect Real-time PCR system (BioRad, USA). Fold changes in expression were calculated using the ΔΔCT method (25), Each reaction was run in triplicate and alpha Tubulin was used as a normalization control.

#### Power Analysis and Statistical Comparisons

This study is a secondary analysis of a study designed to better understand the impact of sepsis on subcellular energetics and which was powered to detect the change in the oxidation state of cytochrome aa3 in the brain [see (23)]. All data were tested for normality using the D'Agostino-Pearson test. Normally distributed groups were compared using the *t*-test (parametric) or Mann-Whitney test (non-parametric) as appropriate. When paired data were available (e.g., interleukins), paired tests were utilized to account for interindividual variability. All calculations were performed in GraphPad Prism-8 (GraphPad Software, La Jolla, CA) and MATLAB (Mathworks, Natick, MA).

Unless otherwise noted, parametric grouped data are presented as mean and 95% confidence intervals, whereas non-parametric grouped data are presented as median and interquartile range.

## Results

Overall, we found that compared to the control group (Anesthesia—Isoflurane or Propofol) + sham surgery (no CLP/sepsis/inflammation), rats anesthetized with isoflurane + CLP (sepsis/inflammation) group responded differently than animals anesthetized with Propofol + CLP (sepsis/inflammation). Group- specific differences are described in Figures 1–8 and a summary of major differences are shown in Figure 9. Hereafter the control group is referred to as Isoflurane or Propofol and the CLP- surgery group would be referred to as Isoflurane+ sepsis or Propofol+ sepsis.

**Figure 1:**
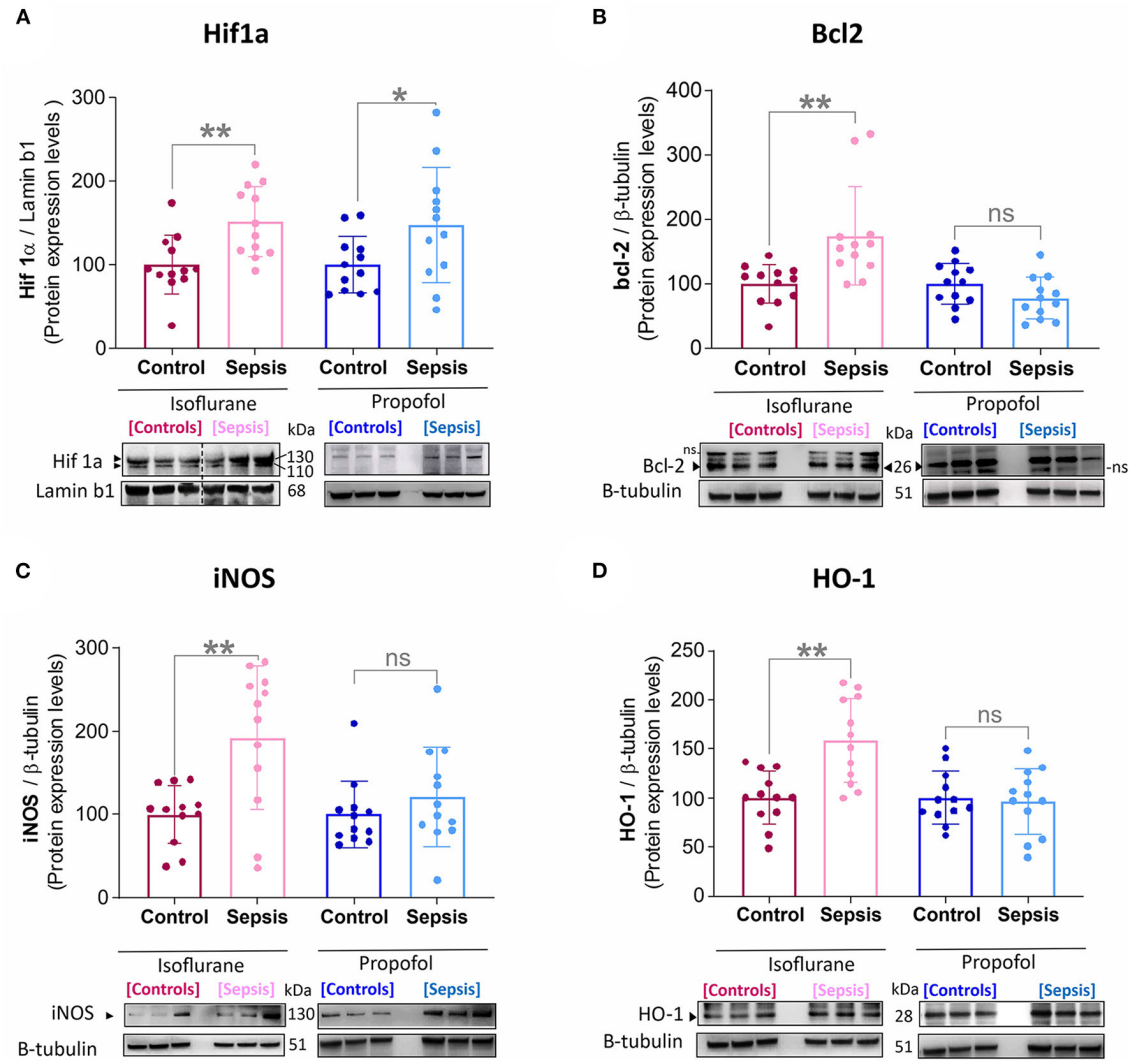
Effect of Sepsis with Isoflurane or Propofol anesthesia on Liver HIF1a, Bcl2, iNOS and HO-1, Protein expression levels. **(A)** HIF-1α protein was increased in both anesthetic groups by sepsis (Isoflurane +Sepsis, **p = 0.004 and Propofol + Sepsis, *p = 0.04). **(B)** Bcl-2 protein was increased in Isoflurane +Sepsis group (**p = 0.004) and no significant change in Propofol + Sepsis (*p = 0.104). **(C)** Inducible nitric oxide synthase [iNOS, (**p = 0.002)] and **(D)** Heme oxygenase-1 (HO-1, ***p = 0.0006) was increased in Isoflurane +Sepsis group. Whereas, in animals anesthetized with Propofol, three organ-protective proteins, Bcl-2, iNOS, and HO-1 expression was unchanged significantly. Data are shown in mean ± S.D, *n* = 12. *denotes a statistically significant (*P* ⩽ 0.05) difference between animals exposed to sepsis and controls. Statistical differences between results were evaluated using the *t*-test. “*ns*” (in graphs) represents not statistically significant. “*ns*” (in immunoblots) represents non-specific signal. “◂” represents specific signal.

**Figure 2:**
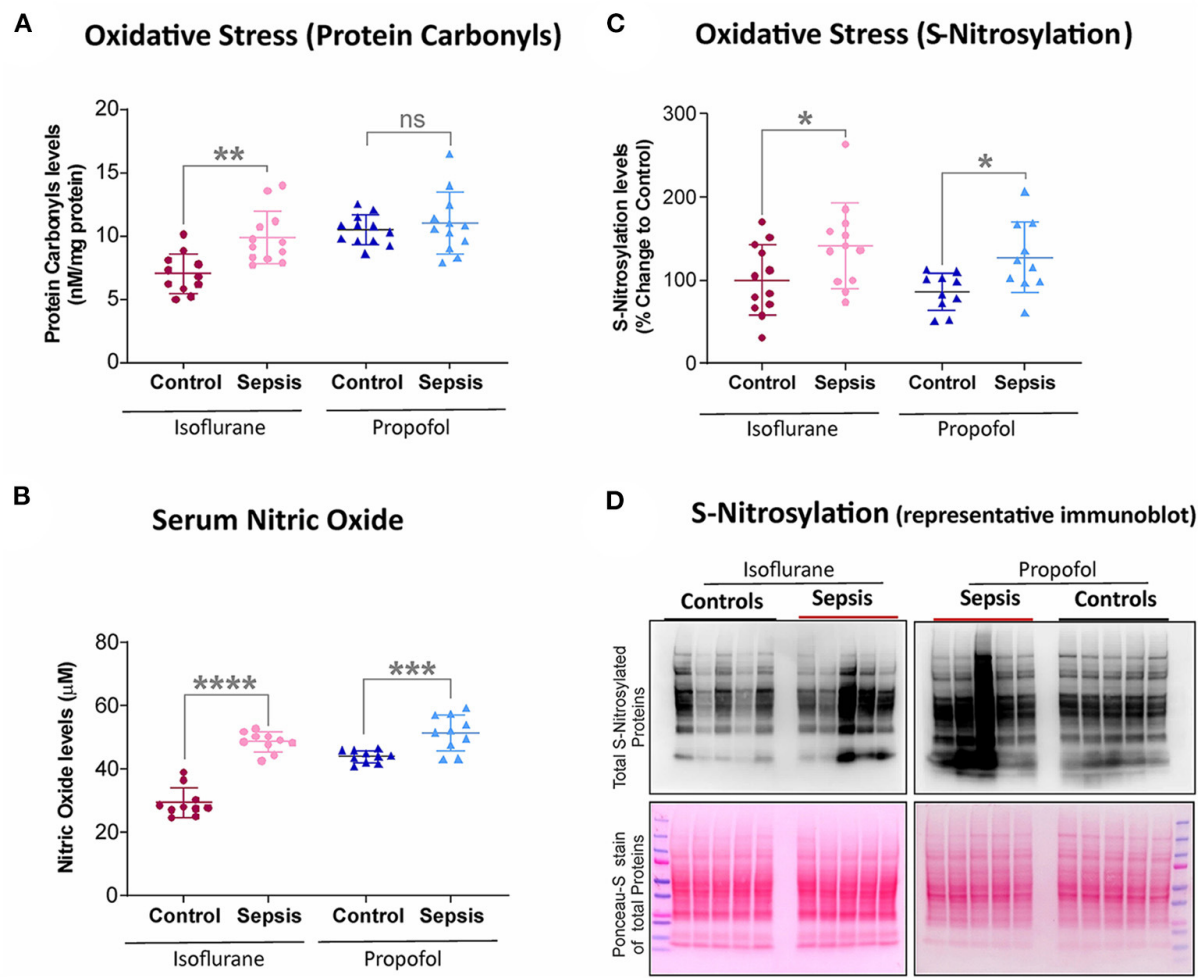
Effect of Sepsis with Isoflurane or Propofol anesthesia on Liver Oxidative stress markers. **(A)** Liver protein carbonyl content was increased in isoflurane sepsis (**p = 0.001) and unchanged (*p* = 0.511) in Propofol + Sepsis group. **(B)** Serum nitric oxide levels was significantly increased in both isoflurane sepsis (****p = 0.0001) and Propofol + Sepsis groups (***p = 0.0009). **(C)** S-nitrosylated protein levels was increased in Isoflurane +Sepsis group (*p = 0.043) and Propofol + Sepsis groups (*p = 0.014). **(D)** A representative immuno blots displaying total S- nitrosylated protein and total proteins (loading control) of Ponceau- S staining. *n* = 10–12 animals/group; Bars are mean ± S.D. “*ns*” (in graphs) represents not statistically significant.

**Figure 3:**
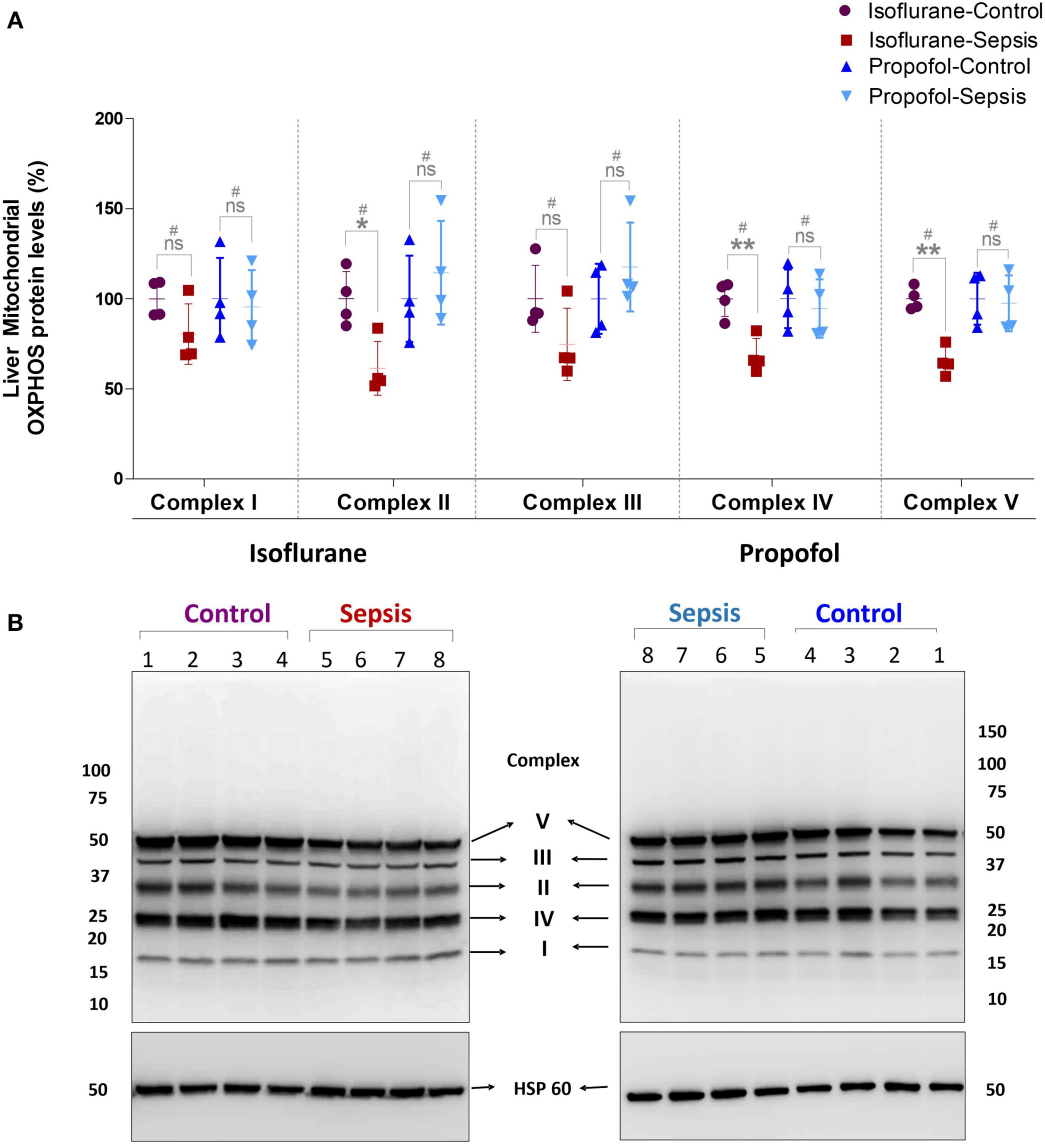
Effect of Sepsis with Isoflurane or Propofol anesthesia on Liver Mitochondrial Oxidative Phosphorylation (OXPHOS) Complex I-V, Protein expression levels. **(A)** Western blot analysis showing OXPHOS-Complexes I-V Protein levels, Complex-II (*p = 0.011), Complex-IV (**p = 0.003) and Complex-V (**p = 0.005) protein levels was significantly down regulated in isoflurane sepsis group and the complex protein expression levels are not significantly effected in Propofol Sepsis group. **(B)** A representative immuno blot displaying Complexes I-V Protein expression levels and HSP 60 (loading control). Complexes protein densities was quantified using Syngene –Gene Tools analysis software and expression levels was normalized with HSP60 and data presented in percentage. Values are mean ± S.D. (*n* = 4#/group). #represents pooled samples.

**Figure 4:**
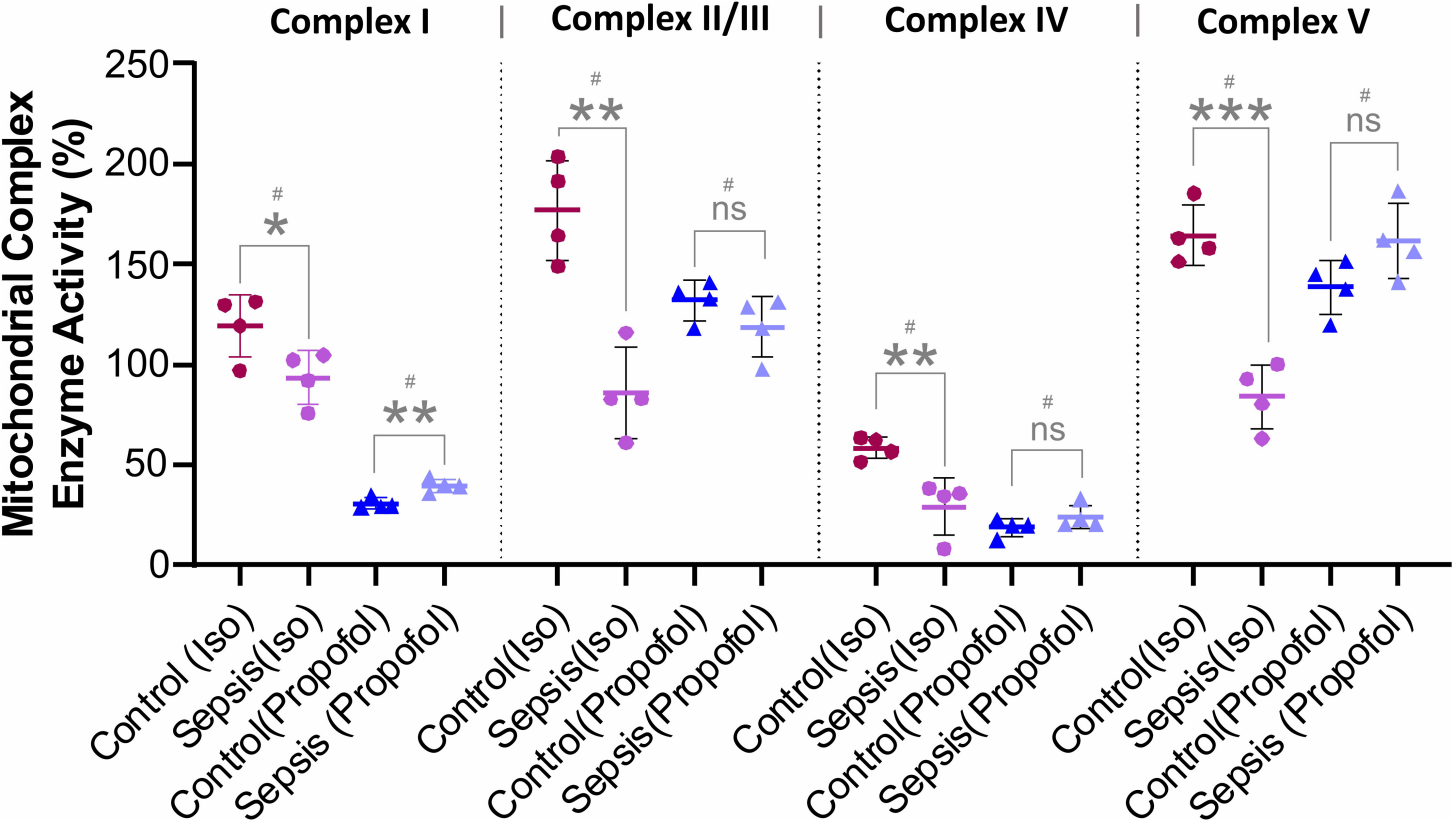
Effect of Sepsis with Isoflurane or Propofol anesthesia on Liver Mitochondrial respiratory chain complex (I, II/III, IV, and V) enzyme activity. Compared to controls isoflurane-sepsis group showed a significant reduction in enzymatic activities of complex-I (*p = 0.047), complex-II/III (**p = 0.001), complex-IV (**p = 0.008), and complex-V (***p = 0.0003). In Propofol sepsis group, except Complex I (**p = 0.005), no significant differences were observed in activities of Complexes II/III, IV, and V. Activity rates are expressed as percentage (%) of the control which had no sepsis. Values are mean ± S.D. (*n* = 4#/group). #represents pooled samples.

**Figure 5:**
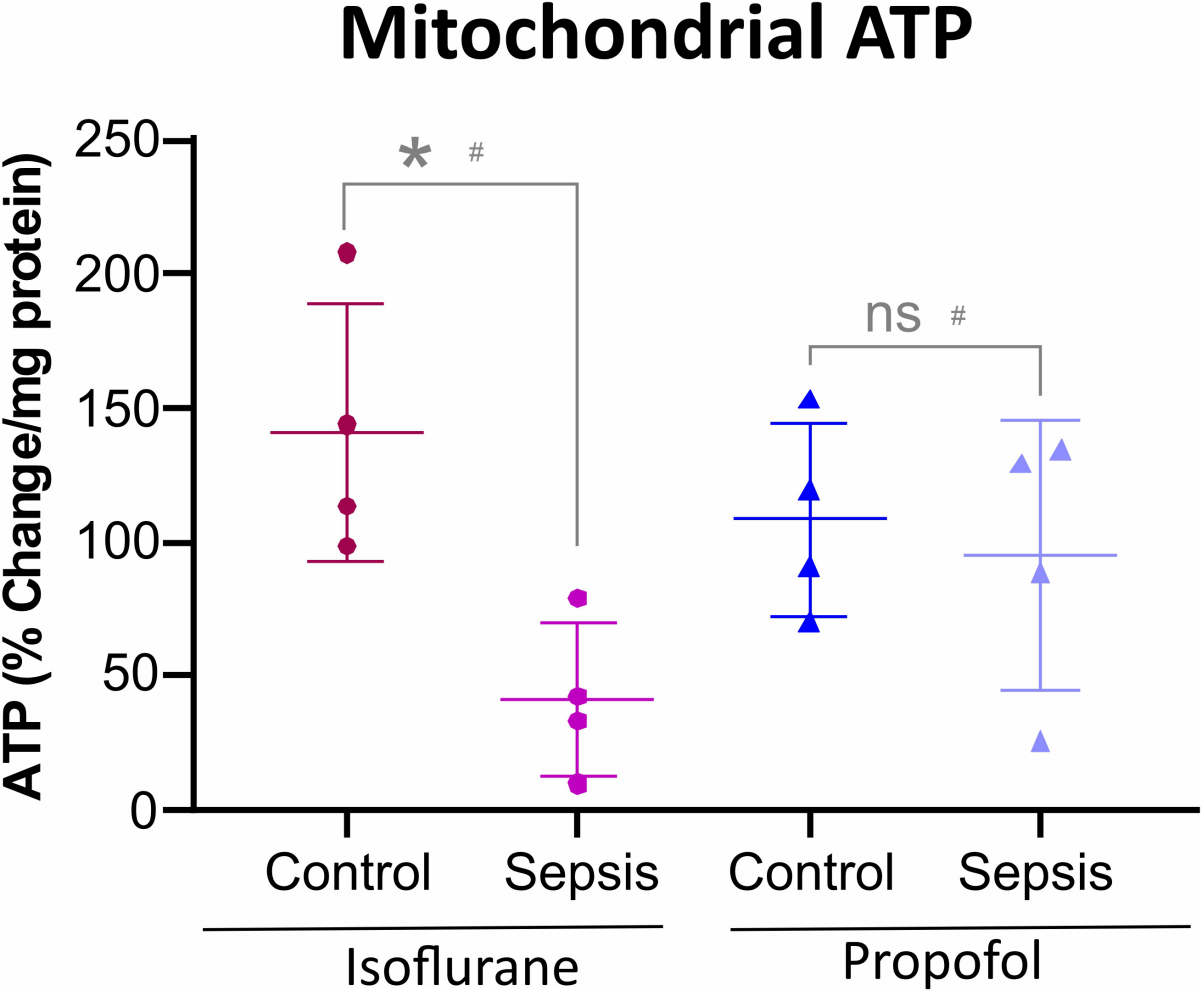
Anesthesia-Sepsis-associated changes in liver Mitochondrial ATP levels. Animals anesthetized with isoflurane-sepsis showed decreased mitochondrial ATP (adenosine triphosphate) levels (p* = 0.012), compared to controls, by Bioluminescent Assay. Whereas, animals anesthetized with Propofol-sepsis, showed no significant change (*p* = 0.670) in mitochondrial ATP content. *n* = 4# animals/group; Bars are mean ± S.D. #represents pooled samples.

**Figure 6:**
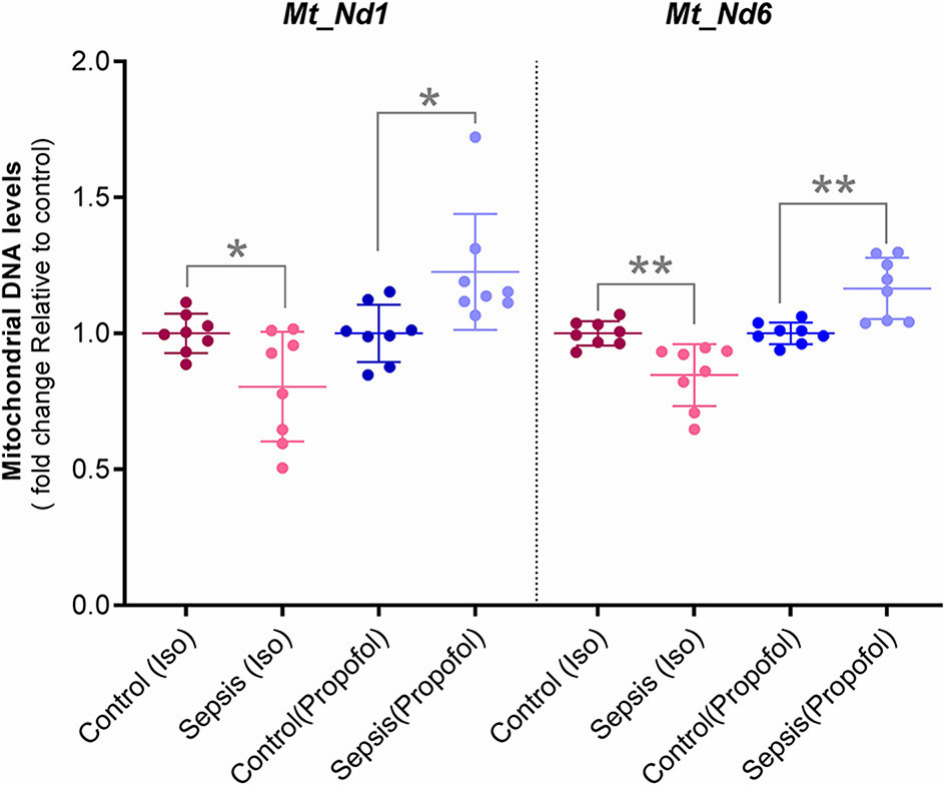
Mitochondrial DNA levels quantified with qPCR: Two Mitochondrial DNA encoded genes (Mt-Nd1 and Mt-Nd6) levels was normalized to a nuclear gene (Tubulin A1) and relative mtDNA levels was expressed as fold change to controls. Decreased mtDNA at gene Mt-Nd1 (p* = 0.040) and gene Mt-Nd6 (p** = 0.003) was observed in Isoflurane +Sepsis group compared to controls which had no sepsis. Interestingly, a small increase in mtDNA, Mt-Nd1 (p** = 0.007), and Mt-Nd6 (p** = 0.003) was seen in Propofol-sepsis group. *n* = 7–8 animals/group; Bars are mean ± S.D.

**Figure 7:**
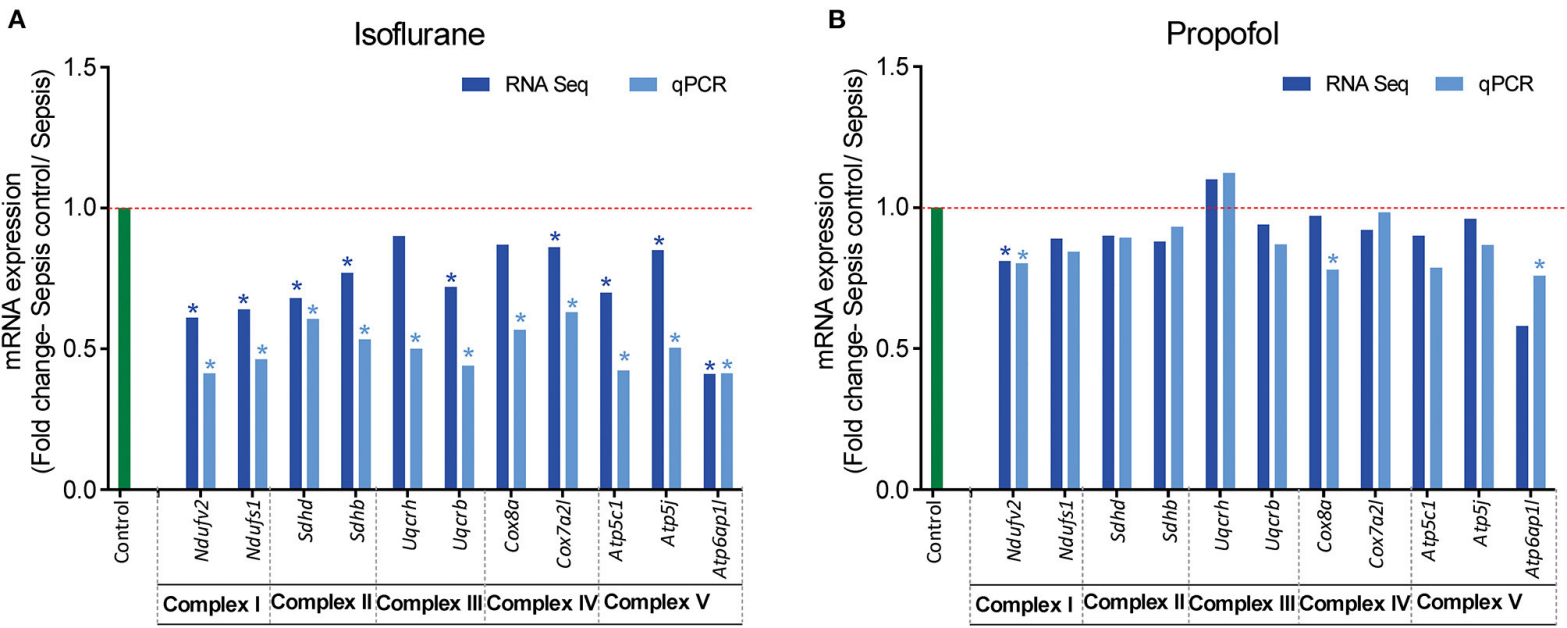
RT-qPCR validation of mitochondrial OXPHOS complex (I-V) genes that showed altered expression in RNASeq analysis. Fold change of gene expression is represented for **(A)** Isoflurane sepsis, **(B)** Propofol sepsis. From the RNA-Seq mRNA expression profiles, 2–3 genes with altered expression, encoding in mitochondrial OXPHOS complexes (I-V) were selected and gene expression was verified with RT-qPCR. Isoflurane sepsis effects the expression of all genes representing the 5 mitochondrial oxidative phosphorylation complexes (I-V). All genes represented here are significantly down-regulated compared to normal (9/11 genes show significant difference with both RNASeq and qPCR). However, for Propofol-sepsis group there is no significant change compared to normal, as determined by both mRNA-RNA-Seq and RT-qPCR analysis (only 1/11 genes show significant difference with both methods). The results of RT-qPCR are consistent with those of RNA-Seq mRNA expression profiles. “*” denotes significant (*p* < 0.05) expression obtained with RT-qPCR and for RNA-Seq it is the FDR adjusted *P*-value for differential expression. The red dashed line represents the control group fold change level (FC = 1) and green bar represents the RT-qPCR control group.

**Figure 8:**
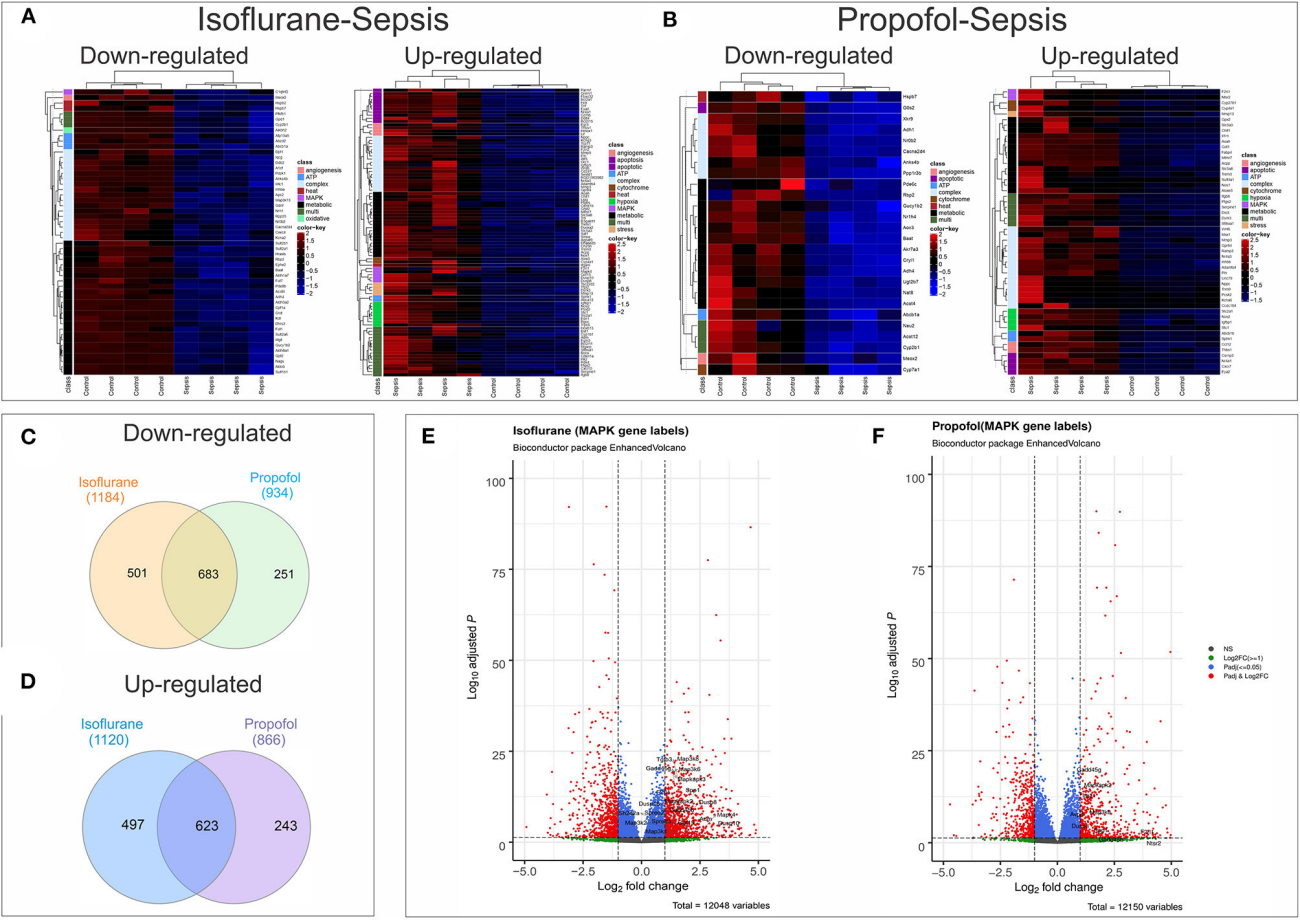
Anesthesia-Sepsis-associated alterations in liver gene expression profiles. Heatmap of genes* that were differentially expressed (adjusted *P*-value or Benjamini-Hochberg (BH) adjustment < 0.05; log2 fold change> 2 for up-regulated and log2 fold change < -2 for down-regulated genes) during sepsis under **(A)** Isoflurane background **(B)** Propofol background **(C)** Venn diagram showing number of common and unique genes downregulated (adjusted *P* < 0.05) in sepsis with Isoflurane and Propofol backgrounds. No cut off for log2 fold change was used to avoid any bias in representing the gene counts that are unique for only one group. **(D)** Venn diagram showing number of common and unique genes up-regulated (adjusted *P* < 0.05) in sepsis with Isoflurane and Propofol backgrounds. No cut off for log2 fold change was used. **(E)** Volcano plot for differentially expressed genes in sepsis with a Propofol background. Genes related to MAPK that were significant (adjusted *P* < 0.05 and log2 fold change> 1) are labeled in the plot. **(F)** Volcano plot for differentially expressed genes in sepsis with an Isoflurane background. Genes related to MAPK that were significant (adjusted *P* < 0.05 and log2 fold change> 1) are labeled in the plot. *Genes displayed in the heatmap are differentially expressed genes (adjusted *P* < 0.05) that had gene description lines like-angiogenesis, cytochrome, oxidative, stress, hsp, electron, heat, atp, metabolic, apoptotic/apoptosis, mitochondria, hypoxia, complex, mapk, kappa, and nfk pathways. For genes that matched more than one of these terms were grouped under “multi”.

**Figure 9:**
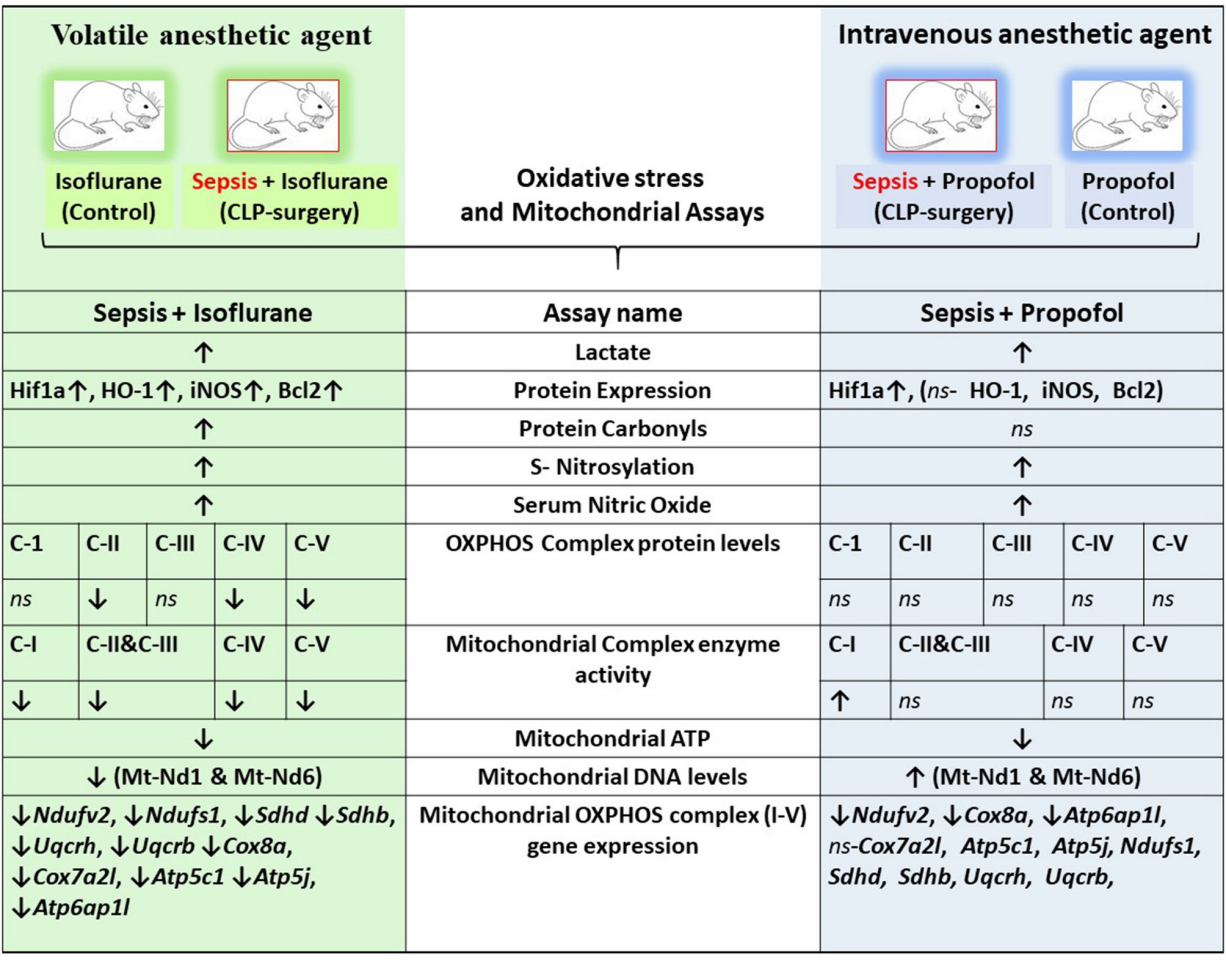
Integrative summary of the major observed effect of the Sepsis with Isoflurane or Propofol anesthesia on rat liver gene expression and subcellular energetics. ↑, increased; ↓, decreased; *ns*, not significant/no change; *C I-V*, Complex I-V; *Mt-Nd1*, mitochondrially encoded NADH dehydrogenase 1; *Mt-Nd6*, mitochondrially encoded NADH dehydrogenase 6; *Hif1a*, Hypoxia-inducible factor 1-alpha; *HO-1*, Heme oxygenase-1; *iNOS*, Inducible nitric oxide synthase; *Bcl2*, B-Cell CLL/Lymphoma 2; *Ndufv2*, NADH: Ubiquinone Oxidoreductase Core Subunit V2; *Ndufs1*, NADH:Ubiquinone Oxidoreductase Core Subunit S1; *SDHD*, Succinate Dehydrogenase Complex Subunit D; *SDHB*, Succinate Dehydrogenase Complex Iron Sulfur Subunit B; *UQCRH*, ubiquinol-cytochrome c reductase hinge protein; *UQCRB*, Ubiquinol-Cytochrome C Reductase, Complex III Subunit VI; *COX8a*, cytochrome c oxidase subunit 8A; *Cox7a2l*, cytochrome c oxidase subunit 7A2 like; *ATP5c1*, ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1; *Atp5j*, ATP synthase, H+-transporting, mitochondrial F0 complex, subunit F; *Atp6ap1l*, ATPase H+ transporting accessory protein 1 like.

### Cecal Ligation and Puncture (CLP) Induced Sepsis With Isoflurane and Propofol Expressed Different Levels of Illness Severity Markers

Mean arterial pressure (MAP), intravenous fluid requirements, relevant laboratory values (lactate, base deficit, glucose, creatinine, blood urea nitrogen [BUN]), as well as interleukin data are published in our recent publication (23). In both groups (isoflurane and Propofol), exposure to cecal ligation and puncture (CLP)/sepsis-inflammation led to increased fluid requirements, lower MAP at 8 h, development of a base deficit, and increased interleukins (IL-6, IL-1β, and TNF-α) at 8 h.

In the isoflurane group, exposure to sepsis-inflammation was associated with an increase in lactate (+ 0.64 mEq/L vs. −0.80 mEq/L, *p* = 0.0061); whereas in the Propofol group, it was not (−0.26 vs. −0.21 mEq/L, *p* = 0.84). Immediately following induction of anesthesia (prior to incision), rats in the isoflurane group had increased lactate compared to the rats in the Propofol group (23).

### Anesthesia and Sepsis-Inflammation Effects the Liver Hif1a, HO-1, Inos, and Bcl-2 Protein Expression Levels

Emerging data suggest that in the setting of Sepsis or inflammation, certain anesthetic exposures upregulate the HIF-1α (Hypoxia-inducible factor-1α) (23, 29) a key mediator of oxygen homeostasis and HIF-1 target proteins, involved in hepatic-inflammation (sepsis), and cause mitochondrial dysfunction and oxidative stress (30–33). In this study by using western blotting, Liver HIF-1α, HO-1 (heme oxygenase-1), iNOS (inducible nitric oxide synthase), and bcl-2 (B cell lymphoma 2) protein levels were examined (results shown in Figure 1). Compared to the control group (Isoflurane or Propofol + no sepsis), in rats anesthetized with isoflurane +sepsis led to a significant increase in the hepatic protein expression of HIF-1α (51%) as well as in Propofol +sepsis group (47%). However, in rats anesthetized with Propofol+sepsis, inflammation led to no significant difference in the hepatic expression of HO-1, iNOS, and bcl-2 proteins. In contrast, in rats anesthetized with isoflurane +sepsis, inflammation led to significant increases in the hepatic expression of HO-1 (58%), iNOS (92%), and bcl-2 (74%) proteins.

### S-Nitrosylation, Protein Carbonyl Content, and Serum Nitric Oxide Levels Was Increased With Sepsis-Isoflurane

Protein oxidation plays a significant role in physiological regulation, tissue injury, disease process, and also plays a crucial role in sepsis progression. The most commonly used marker to assess protein oxidation levels in tissue is by estimating protein-bound carbonyl levels. As shown in Figure 2, animals anesthetized with isoflurane and exposed to sepsis- exhibited increased expression of protein carbonyls (9.88 vs. 7.0 nM/mg protein) as well as S-nitrosylation (41% increase). In contrast, in animals anesthetized with Propofol +Sepsis inflammation led to an increase in S-nitrosylation (48%), but no significant change in expression of protein carbonyls was observed. In both anesthetic groups exposure to sepsis led to increases in serum nitric oxide levels (Isoflurane +sepsis, 48.560 (μM) and Propofol +Sepsis, 51.522 (μM), respectively.

### Mitochondrial OXPHOS Complex Protein Levels Are Decreased in Sepsis-Isoflurane

Mitochondrial respiratory chain contains five enzyme complexes that generate ATP by oxidative Phosphorylation (OXPHOS). As shown in Figure 3, compared to controls, in Isoflurane + Sepsis animals liver mitochondrial OXPHOS proteins expression levels were decreased significantly at Complex-II (39%), Complex-IV (32%), and at Complex-V (35%). Complex–I & III proteins were not significantly changed in the sepsis-isoflurane group. However, in animals anesthetized with Propofol, exposure, and sepsis-inflammation, did not show any significant detectable changes in the mitochondrial Complex-I-V protein expression levels.

### Isoflurane and Sepsis-Inflammation Decrease the Liver Mitochondrial Complexes Enzyme Activity

As shown in Figure 4, compare to the controls, in animals anesthetized with isoflurane, exposure to sepsis-inflammation led to significant decreases in liver mitochondrial complex activity at Complex I (26%), Complex II/III (86%), Complex IV (29%), and Complex V (80%). In contrast, in animals anesthetized with Propofol, exposure to sepsis-inflammation led to no significant change in mitochondrial complex activity at Complex II/III, IV, and Complex V. However, we observed a small percent (9%) increase of complex I activity in Propofol-sepsis group.

### Isoflurane and Sepsis-Inflammation Reduces the Liver Mitochondrial ATP Levels

Both Oxidative phosphorylation (OXPHOS) and glycolysis place a substantial contribution to ATP production in cells. Inhibition or reduction of OXPHOS complexes results in a considerable decrease in ATP levels. As shown in Figure 5, in animals anesthetized with isoflurane, sepsis induced inflammation significantly decreased the mitochondrial ATP (42%) compared to control group. In contrast, Propofol + sepsis liver mitochondrial ATP levels had no significant change (14%) compared to controls.

### Isoflurane and Sepsis Decrease the Liver Mitochondrial DNA Encoded Genes (Mt-Nd1 and Mt-Nd6)

Mitochondrial DNA (mtDNA) codes for the mitochondrial respiratory chain complex (I-V) core subunits, and change in mitochondrial DNA encoded protein levels results, in disruption of mitochondrial respiratory chain complexes biogenesis (34).

In these studies, we observed decreased OXPHOS complex protein levels along with their complex enzyme activity. Here, the qPCR quantified Hepatic Mitochondrial DNA levels of Mt-ND1 (mitochondrial encoded NADH-ubiquinone oxidoreductase core subunit-1) and Mt-ND6 (mitochondrial-encoded NADH-ubiquinone oxidoreductase core subunit-6) along with Tubulin, (nuclear DNA) are shown in Figure 6. Compare to controls, in animals exposed to isoflurane+ Sepsis, Mt_Nd1 (1 vs. 0.84-fold) and Mt_Nd6 (1 vs. 0.87-fold) mitochondrial DNA levels were significantly decreased. In contrast, animals exposed to Propofol + sepsis, liver mitochondrial DNA levels at Mt_Nd1 (1 vs. 1.15-fold) and Mt_Nd6 (1 vs. 1.14-fold) were slightly increased compared to control.

### Isoflurane and Sepsis Decreases the Expression of Genes Regulating Mitochondrial OXPHOS Complexes and Associated Pathways

Analysis of mRNA expression for genes specific to Complex I-V of the electron transport chain revealed that in animals anesthetized with isoflurane, exposure to inflammation produces a consistent decrease in mRNA for all five complexes (confirmed with quantitative PCR). In contrast, in animals anesthetized with Propofol, exposure to inflammation produced no significant changes in mRNA for any of the five complexes (Figure 7). 

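Liver RNA was sequenced from 48 rats aged 10 weeks, 12 in each of 4 groups named Isoflurane-Sepsis, isoflurane control, Propofol-Sepsis and propofol control. Sepsis was induced by cecal ligation and puncture, and control rats had the same opening of the abdomen without it. Rats of the isoflurane groups were induced and maintained with isoflurane, at a starting concentration of 1.5%. Rats of the propofol groups were induced with ketamine and xylazine and maintained with propofol at an average of 367 μg/kg/min, so a comparison between the anesthetics also compares the induction drugs. Livers were collected 8 h after the celiotomy. Tissue of 3 rats was pooled for each library (Supplementary Table 1), which gave 4 libraries per group and 16 in all, and the spread between libraries is therefore a spread between pools and not between single rats. In what follows libraries 1 to 4 are Isoflurane-Sepsis, 5 to 8 isoflurane control, 9 to 12 Propofol-Sepsis and 13 to 16 propofol control. The authors deposited the number of reads they counted on each of 17055 gene symbols in each library, as whole numbers without normalization. The aligner, the counting program and the genome build are not given in the sources used here.
Reads counted on genes numbered between 16472017 and 21692360 per library in the Isoflurane-Sepsis group, with a median of 19370593, and between 20647030 and 49937173 in its controls, with a median of 21951694. In the Propofol-Sepsis group they numbered between 17167929 and 32121381, with a median of 18988926, and in its controls between 14199422 and 19621491, with a median of 17805628. The largest total, in library 8, belongs to an isoflurane control. Albumin (Alb), the most abundant gene in every library, took between 5.61% and 9.03% of the reads on genes. Sepsis was compared with control separately within each anesthetic, 4 libraries against 4, by edgeR's quasi-likelihood test on the counts, with TMM scaling and Benjamini-Hochberg adjustment. After genes with too few counts for a test had been left out, 10361 genes were tested under isoflurane and 10348 under propofol. A gene is called changed where its adjusted p is below 0.05. The paper states that it used DESeq2, which was run as an alternative. A difference between the anesthetics in the response to sepsis was tested as an interaction over all 16 libraries and 10621 genes. Values per library are reads on the gene relative to the reads on all genes of the library, as edgeR's CPM, after TMM scaling. In counts simulated from these libraries with 200 genes changed, edgeR recovered 86% of the changed genes in the isoflurane comparison and 86.5% in the propofol comparison, and 3.91% and 4.95% of the genes it called were false. In the deposited counts far more genes were called (5183 and 4353), so these shares describe the simulated setting only.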

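The nuclear-encoded subunits of complexes I to V were taken from a list of 83 genes, of which 71 had enough counts to be tested under isoflurane. The log2 fold change of Isoflurane-Sepsis against its controls was below 0 for 67 of the 71 genes, with a median of -0.27, and the exceptions were Ndufa1 (0.14), Cox7c (0.07), Cox4i1 (0.06) and Atp5d (0.04). Atp5d fell below 0 (-0.03) when libraries were scaled by their totals alone. Complex I had a median of -0.39 and 21 of its 33 tested genes were called lower. Complex II had a median of -0.42 and all 4 of its genes were called lower. In complex III the median was -0.22 with 5 of 8 genes called, in complex IV -0.11 with 1 of 11, and in complex V -0.23 with 6 of 15. Atp5g1, Atp5g2 and Atp5g3 encode the same mature protein, and their reads could have been divided between the copies. By the median over the genes of all 5 complexes, each of the 4 Isoflurane-Sepsis libraries lay below the mean of its controls, at -0.229, -0.216, -0.279 and -0.531 on the log2 scale in libraries 1 to 4 (mean of the libraries -0.314 ± 0.147, SD, n = 4). Library 4 was the lowest, and without it the medians were -0.29 for complex I, -0.34 for complex II, -0.17 for complex III, -0.06 for complex IV and -0.14 for complex V. The overall median of -0.27 was -0.20 without library 4 and -0.34 with scaling by library totals. Tested as sets with camera at a preset correlation between genes of 0.01, the adjusted p was 5.2e-06 for complex I, 0.0205 for complexes II and III each, 0.223 for complex IV and 0.0154 for complex V. The calls of complexes I, II, III and V held under fry (adjusted p between 0.00900 and 0.0246), and none held when camera estimated the correlation from the libraries (adjusted p between 0.467 and 0.684 over the 5 complexes).
The 11 genes of Fig. 7 were selected by the paper from these libraries, so their calls are not independent evidence. All 11 had lower mRNA in the Isoflurane-Sepsis group and 9 were called, both over all genes tested and adjusted over the list alone. For Ndufv2 of complex I, expression was 58.0 ± 9.34 CPM in the Isoflurane-Sepsis group and 97.4 ± 3.64 in its controls (SD, n = 4 libraries each), a log2 fold change of -0.72 (standard error 0.105, adjusted p = 0.000753 from edgeR). Sdhd of complex II was at 74.2 ± 10.1 CPM against 111 ± 1.28, a log2 fold change of -0.55 (standard error 0.0929, adjusted p = 0.00156 from edgeR). Uqcrb of complex III was at 32.7 ± 2.44 CPM against 46.4 ± 0.893, which gives -0.48 (standard error 0.0679, adjusted p = 0.000694 from edgeR), and Atp5c1 of complex V was at 92.5 ± 12.7 CPM against 134 ± 4.76, which gives -0.50 (standard error 0.0946, adjusted p = 0.00258 from edgeR). For each of these 4 genes every Isoflurane-Sepsis library was below every control library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow). Ndufs1 (-0.65), Sdhb (-0.38), Atp5j (-0.23) and Atp6ap1l (-1.28, at 0.445 ± 0.192 CPM after sepsis) were called as well, with edgeR's adjusted p between 0.00158 and 0.0210. Cox7a2l, the called gene of complex IV, had a log2 fold change of -0.21 (standard error 0.0664, adjusted p = 0.0269 from edgeR) and was no longer called without library 6 (adjusted p = 0.0507), 7 (0.0595) or 8 (0.0866), all controls, or after the counts were thinned to the shallowest library (adjusted p = 0.0965, in a range of 0.00252 to 0.0965 over the alternatives). Atp5j likewise lost edgeR's call without control library 5 (adjusted p = 0.0617), 6 (0.0514) or 8 (0.0521). Uqcrh (-0.15, adjusted p = 0.116) and Cox8a (-0.20, adjusted p = 0.120) were not called by edgeR, although Uqcrh was called with libraries scaled by their totals (adjusted p = 0.0364, in a range of 0.0364 to 0.132) and in a fit of all 16 libraries (0.0413). Isoflurane-Sepsis library 4 had the lowest Uqcrh of its group, 58.3 CPM where the other three had between 69.2 and 71.2.

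**Figure D1:**
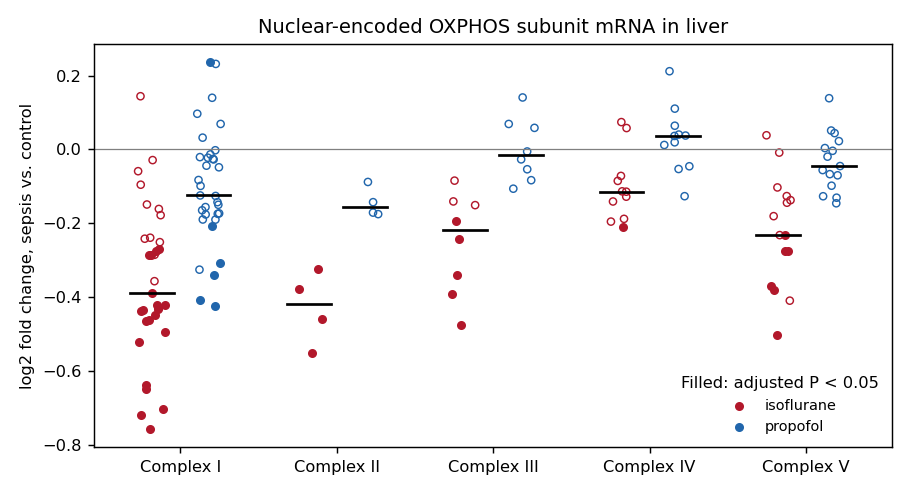
Log2 fold change of sepsis against control (vertical axis) for each tested nuclear-encoded subunit gene of complexes I to V (horizontal axis), with isoflurane in red and propofol in blue. Filled points have an adjusted p below 0.05 and bars are medians, which under isoflurane lie at -0.39, -0.42, -0.22, -0.11 and -0.23 from complex I to complex V.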

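Under propofol the same 71 subunit genes had a median log2 fold change of -0.05 between Propofol-Sepsis and its controls, with 49 below 0 and 22 above. The medians were -0.12 in complex I, -0.16 in complex II, -0.02 in complex III, 0.04 in complex IV and -0.04 in complex V. With libraries scaled by their totals alone the median of complex IV turned negative (-0.02). The median of complex III was above 0 without library 10 (0.03). That of complex V was above 0 without library 10 and also without control library 14 (0.01 in the latter fit). By the median over the genes of the 5 complexes, the libraries of the Propofol-Sepsis group lay at -0.024, -0.232, -0.027 and 0.041 (log2, libraries 9 to 12) relative to the mean of their controls, a mean of -0.060 ± 0.118 (SD, n = 4), so the shift was smaller than the spread between libraries. Without library 10, the lowest of its group, the median over all subunits was -0.002. None of the sets was called by camera, with adjusted p of 0.174 for complex I, 0.248 for complex II, 0.952 for complex III and 0.771 for complexes IV and V each, nor by fry (0.0994 to 0.969). For complex III the median and mean were below 0 while camera gave a rise.
Single subunits of complex I were called. Ndufa8 was at 37.2 ± 4.20 CPM in the Propofol-Sepsis group and 50.2 ± 3.42 in its controls (SD, n = 4 libraries each), a log2 fold change of -0.42 (standard error 0.0836, adjusted p = 0.00304 from edgeR). Ndufv3 (-0.41), Ndufb10 (-0.34), Ndufv2 (-0.31) and Ndufs4 (-0.21) were also called lower, with adjusted p between 0.0120 and 0.0316 by edgeR. Of the 11 genes of Fig. 7, 10 had a log2 fold change below 0. By edgeR over all genes, 2 of the 11 were called, Ndufv2 (76.2 ± 10.3 CPM against 94.9 ± 7.77, adjusted p = 0.0280) and Atp6ap1l (log2 fold change -0.78, standard error 0.249, adjusted p = 0.0307), and 0 of the 11 when adjusted over the list alone, with 5 of the 11 at an unadjusted p below 0.05 and 1 called by DESeq2. Atp6ap1l, with 0.731 ± 0.0478 CPM against 1.25 ± 0.338, is near the lower end of what was counted. It lost its call under DESeq2 (adjusted p = 0.0683, in a range of 0.0217 to 0.121 over the alternatives) and in 6 of the 8 fits that left out a library, without library 9 (0.0652), 11 (0.0570), 12 (0.0764), 14 (0.0830), 15 (0.0711) or 16 (0.0798). Ndufv2 lost edgeR's call without library 11 (adjusted p = 0.0742), 14 (0.0803) or 16 (0.0637). Fold changes of the remaining panel genes lay between -0.18 for Sdhb (edgeR's adjusted p = 0.0718) and 0.14 for Uqcrh (adjusted p = 0.0678, and 0.0432 without library 10), and Sdhd was at 75.3 ± 4.41 CPM after sepsis and 83.7 ± 5.24 in the controls.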

All statistically significant up and down-regulated genes related to the mitochondria or oxidative phosphorylation as identified by differential expression analysis of RNA sequencing data are presented in Figure 8, and Supplementary Table 1 in Supplemental Digital Content (Supplementary Tables 2, 3). 

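The paper's Supplementary Table 2 gives log2 fold changes for 60 genes under isoflurane, 58 of them lowered, and for 24 under propofol, 22 of them lowered. Of these genes 59 and 24 were tested here, and each had the sign the table gives. By edgeR 56 were called under isoflurane and 23 under propofol, and the fold changes differed from the paper's by a median of 0.0019 (log2) under isoflurane and 0.0017 under propofol. Supplementary Table 3 gives 229 genes under isoflurane, of which 228 were tested and 220 called, and 184 genes under propofol, of which 184 were tested and 182 called, again with no change of sign. Among subunits of complexes I to V, 32 appear in the isoflurane part of Supplementary Table 2 and 7 in its propofol part. Of the subunits called here under isoflurane, 30 are in the table and Atp5o, Atp5i, Uqcrfs1, Atp5c1, Atp5a1, Uqcr11 and Cyc1 are not. Cox4i2, which the table lists as raised under isoflurane, had too few counts for the test used here. Without the limit on counts its log2 fold change was 1.90 (adjusted p = 0.0801 from edgeR).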

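Over all genes tested, edgeR called 37 subunits of complexes I to V changed under isoflurane, all of them lowered, and 6 under propofol, of which 5 were lowered. When adjusted over the list alone, the numbers were 37 and 1. With libraries scaled by their totals the numbers rose to 44 and 16. Leaving out each library in turn gave between 28 and 40 under isoflurane. Under propofol the number dropped to 3 without library 11, 14 or 16 and was 7 without library 10. The difference itself was tested as the interaction between anesthetic and sepsis. Its median over the subunits was -0.25 (log2, isoflurane minus propofol), with medians of -0.30 in complex I, -0.27 in complexes II and III each, -0.14 in complex IV and -0.20 in complex V. Such a difference can lie in the controls as well as in the sepsis libraries. In CPM, scaled within each anesthetic, Sdhd was at 111 and 83.7 in the isoflurane and propofol controls, and at 74.2 and 75.3 after sepsis. For Uqcrh the values were 76.1 and 59.8, then 67.1 and 65.5. Ndufs1 (122 and 127, then 76.2 and 113) and Ndufv2 (97.4 and 94.9, then 58.0 and 76.2) differed mainly after sepsis. By camera the adjusted p of the interaction was 2.1e-07 for complex I, 0.00600 for complex II, 3.3e-04 for complex III, 0.0239 for complex IV and 7.8e-04 for complex V. Under fry complexes II (0.0361) and III (0.0332) remained below 0.05, whereas complexes I (0.0587), IV (0.114) and V (0.0936) did not, and with an estimated correlation every complex was at 0.400. With limma's camera the call of complex IV was lost without library 4 (adjusted p = 0.145), 13 (0.0705) or 15 (0.0533). For the 5 complexes together, 20 of 100 assignments of the libraries, the real one included, gave a camera p as small at the preset correlation. Chance can therefore not be excluded for that test. A median of the subunits as far from 0 came in 3 of 100 assignments, the real one included. Gene by gene, 1 subunit passed over all genes, Uqcrb, with a difference of -0.40 (standard error 0.0974, adjusted p = 0.0436 from edgeR), and 6 passed when adjusted over the list alone. DESeq2 called 10 subunits and Uqcrb lost its call in 14 of the 16 fits that left out a library, which gave adjusted p up to 0.0885, the exceptions being libraries 1 and 10. Without library 1 the interaction was called for 20 subunits, and without library 10 for 4.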

As is evident from Supplementary Figure 1, the number of OXPHOS genes that are differentially expressed compared to controls is higher in Isoflurane-Sepsis (S1 A) compared to the Propofol-Sepsis group (S1 B), and are down-regulated.

Screening of genes based on term matches in gene descriptions (as mentioned in methods section) from the RNASeq differential expression results (Adjusted *P* < 0.05 and log2FC >2 or < -2) showed that more genes were perturbed in the Isoflurane-Sepsis group compared to Propofol-Sepsis (Figures 8A,B). 

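Across all genes tested, without a search of gene descriptions, 196 genes had an adjusted p below 0.05 and a log2 fold change above 2 in the Isoflurane-Sepsis group and 102 had one below -2. In the Propofol-Sepsis group the numbers were 114 and 61. The number above 2 under propofol moved most between alternatives and reached 216 without the limit on low counts, when the number under isoflurane was still within the 167 to 280 that its alternatives gave. Without library 10 it was 93, of which 88 were among the 114. The genes with the largest rises were chosen among called genes that had enough reads and every sepsis library above every control library. Under isoflurane these were Cxcl2 (6.06), Ptx3 (5.45), Ccl2 (5.31), Reg3b (5.08) and Nos2 (5.07), with adjusted p between 6.4e-06 and 2.0e-04 by edgeR. Cxcl2, a chemokine, rose from 0.232 ± 0.0435 CPM in the isoflurane controls to 15.1 ± 3.00 in the Isoflurane-Sepsis group (SD, n = 4 libraries each). Under propofol they included Reg3a (6.53), Cxcl2 (5.44), Ptx3 (5.42) and Tifa (5.03), with adjusted p between 3.9e-06 and 9.3e-05 by edgeR. Here Cxcl2 rose from 0.103 ± 0.0375 to 4.60 ± 0.731 CPM. Reg3a and Reg3b are close paralogs whose reads could have been divided between them, and Reg3a had 4 reads in all over the 4 propofol controls and 4 over the isoflurane controls, so its fold changes are uncertain. It also rose under isoflurane, by 6.63 (adjusted p = 6.3e-05 from edgeR), though outside the 5 genes listed there.
The largest falls under isoflurane, chosen in the same way, were Usp2 (-3.83), Nr1i3 (-3.40), Adh6 (-3.35), Anks4b (-3.11) and Cpt1a (-3.10). Cpt1a, which encodes the carnitine palmitoyltransferase that admits fatty acids to mitochondria, fell from 393 ± 35.6 to 44.6 ± 8.13 CPM (adjusted p = 1.0e-05 from edgeR), and under propofol from 453 ± 172 to 143 ± 23.9. Adh6 was counted 0 times in 2 of the 4 Isoflurane-Sepsis libraries and at most once in any propofol library, and its fall (adjusted p = 0.00909 from edgeR) was not called by DESeq2 (0.0810, in a range of 7.0e-04 to 0.0870 over the alternatives). Under propofol the largest falls were Nr1i3 (-5.10), Rgs16 (-5.02), Lrtm2 (-4.72), Cacna2d4 (-3.70) and G0s2 (-3.66). The fall of Rgs16 under propofol (adjusted p = 0.00199 from edgeR) was not called by limma-voom (0.0765, in a range of 1.4e-07 to 0.0765 over the alternatives).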

Mitogen Activated Protein kinases (MAPK) have roles as mediators of inflammation and MAPK signaling is known to be enhanced following oxidative stress (35, 36). 

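F2rl1, Adm, Mapk4, Gdf15, Dusp10 and Dusp8 were looked up one by one. F2rl1 and Mapk4 had too few reads for the test used here. F2rl1 had 22 reads over the 4 Isoflurane-Sepsis libraries and 8 over the controls, and under propofol 22 against 1, a ratio of 17.5 relative to the reads on all genes, with a 95% interval of 2.83 to 722 that covers counting error only. Mapk4 had 42 reads against 12 under isoflurane, 29 of the 42 in library 4, and 48 against 7 under propofol, 36 of the 48 in library 10. With no limit on low counts, edgeR's adjusted p under isoflurane was 0.0293 for F2rl1 (log2 fold change 1.96) and 0.0755 for Mapk4 (2.33), and DESeq2 gave 0.0335 (2.04) and 0.0429 (2.35). Under propofol the adjusted p of Mapk4 was 0.0894 by edgeR and 0.0614 by DESeq2, and without library 10 DESeq2 gave 0.474 with a log2 fold change of 1.04. For F2rl1 under propofol edgeR gave 0.0186 and DESeq2 0.0188, and without library 10 DESeq2's unadjusted p was 0.0200 and no adjusted p was returned.
The other four were tested and called under isoflurane, over all genes and adjusted over the list alone. Dusp8, a MAPK phosphatase, was at 34.8 ± 20.8 CPM in the Isoflurane-Sepsis group and 8.11 ± 0.930 in its controls (SD, n = 4 libraries each), a log2 fold change of 2.13 (standard error 0.370, adjusted p = 0.00178 from edgeR), with every sepsis library above every control. Dusp10 was at 16.7 ± 18.5 against 1.49 ± 0.131 CPM, which gives 3.51 (standard error 0.812, adjusted p = 0.00689 from edgeR), and Adm at 5.72 ± 5.38 against 1.17 ± 0.325 CPM, which gives 2.35 (standard error 0.623, adjusted p = 0.0128 from edgeR). Gdf15 was at 11.6 ± 12.3 against 2.79 ± 0.400 CPM, a log2 fold change of 2.07 (standard error 0.743, adjusted p = 0.0437 from edgeR). For Adm, Gdf15 and Dusp10 the SD of the Isoflurane-Sepsis group was close to or above its mean, because libraries 2 and 3 were far above libraries 1 and 4. Gdf15 stood at 1.88, 12.9, 28.5 and 2.94 CPM in libraries 1 to 4, so that library 1 was below every control. The call of Gdf15 was lost without library 2 (adjusted p = 0.0802), 3 (0.160), 5 (0.0917), 6 (0.0957), 7 (0.0978) or 8 (0.0830) and under limma-voom (0.246, in a range of 0.0115 to 0.246 over the alternatives). Without library 3 the log2 fold changes were 1.64 for Dusp8, 2.42 for Dusp10, 1.46 for Adm and 1.07 for Gdf15, so that 1 of the 4 remained above 2.
In the Propofol-Sepsis group none of these 4 genes passed a log2 fold change of 2. Dusp8 rose by 1.04 (standard error 0.241, adjusted p = 0.00720 from edgeR) and Adm by 0.87 (standard error 0.234, adjusted p = 0.0144 from edgeR, but 0.188 in a fit of all 16 libraries, in a range of 0.00833 to 0.188 over the alternatives). Dusp10 (0.46, adjusted p = 0.211) and Gdf15 (-0.81, adjusted p = 0.0904, and 0.0271 without library 16) were not called by edgeR. The interaction was called by edgeR for 0 of the 4 over all genes and for 3 when adjusted over the list alone, 3 having an unadjusted p below 0.05. The paper picked these genes from the same libraries for a rise above 2 under isoflurane. Calls adjusted over this list alone are therefore not independent evidence. For Dusp10 the difference was 3.03 with an adjusted p of 0.0863 by edgeR, and 0.0199 by DESeq2, in a range of 0.00853 to 0.320 over the alternatives. For Gdf15 it was 2.86 with 0.0808 by edgeR, and 0.0353 by DESeq2, in a range of 0.0170 to 0.253. No alternative called it for Adm or Dusp8, except that Dusp8 was called without library 1 (0.0433), as were Dusp10 and Gdf15 without library 1 (0.0139 and 0.0118) or 4 (0.0456 each).

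**Figure D2:**
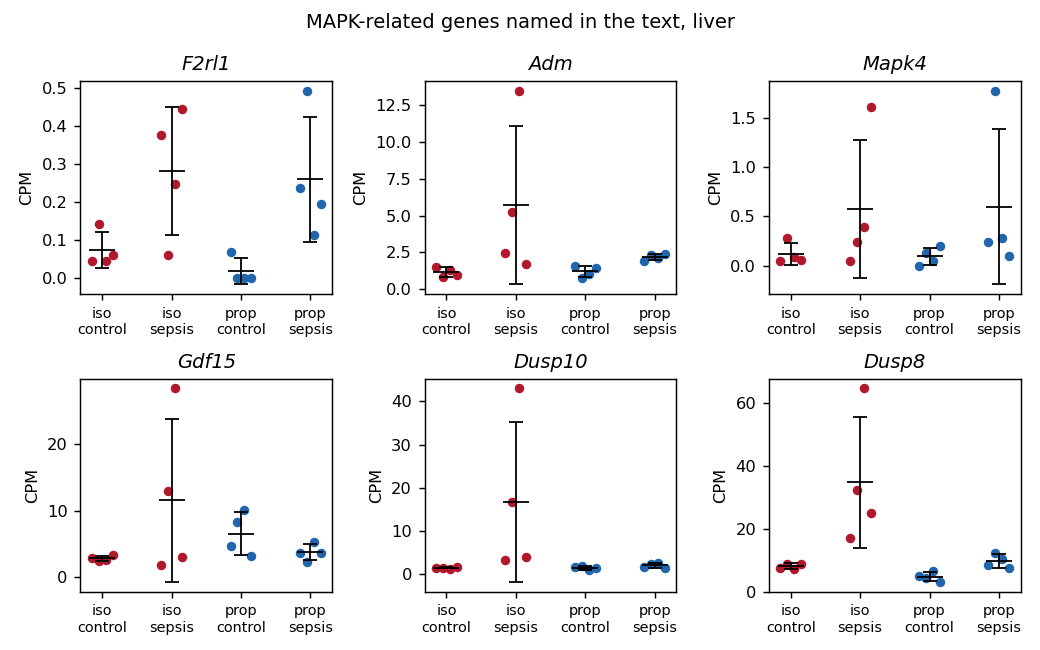
CPM (vertical axes, each on its own scale) of 6 MAPK-related genes in the 4 libraries of each group, isoflurane in red and propofol in blue, with the mean and SD. Dusp10 spans 3.29 to 43.0 CPM among the Isoflurane-Sepsis libraries and lies at 2.01 ± 0.561 CPM in the Propofol-Sepsis group.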

At a log2FC>2 (adjusted *P* < 0.05) (Figure 8A) MAPK related genes F2rl1, Adm (marked as multi, as it was picked up for term searches “metabolic,” “hypoxia,” and “MAPK”), Mapk4, Gdf15, Dusp10, and Dusp8 were up-regulated in Isoflurane-Sepsis compared to only 2 genes (Figure 8B) in the Propofol-Sepsis group. The number of up-regulated MAPK genes is more (20 genes) for Isoflurane-Sepsis group, at a more relaxed log2FC of > 1 (Figure 8E) as compared to a fewer genes in Propofol-Sepsis group (Figure 8F). 

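The descriptions searched by the paper are not used here, so a list of 62 genes of the MAPK family (kinases, the kinases above and below them, and MAPK phosphatases) was taken instead, 56 of which are among the gene symbols. Under isoflurane 45 were tested, 19 called higher and 4 lower, 23 in all, and 23 again when adjusted over the list alone. Under propofol 47 were tested, 14 called higher and 6 lower, and 20 were called when adjusted over the list alone. At a log2 fold change above 1, 11 genes were called under isoflurane and 4 under propofol. Besides Dusp8 and Dusp10, those under isoflurane were Dusp2 (3.73), Map4k4 (1.56), Mapkapk2 (1.53), Map3k1 (1.43), Map3k8 (1.41), Mapkapk3 (1.39), Dusp16 (1.35), Map3k6 (1.34) and Map3k2 (1.16), with adjusted p from 6.7e-05 for Map3k8 to 0.0319 for Map3k1 by edgeR. Map3k1 was at 3.38, 9.15, 16.9 and 3.78 CPM in libraries 1 to 4. It lost its call without library 2 (0.0645), 3 (0.0733), 5 (0.0647), 6 (0.0698), 7 (0.0738) or 8 (0.0748), and its log2 fold change without library 3 was 0.80. Those under propofol were Dusp2 (2.11), Map3k8 (1.50) and Mapkapk2 (1.42) besides Dusp8, with adjusted p between 2.4e-04 and 0.00720 by edgeR. Map4k4 (0.99), Map3k2 (0.90), Map3k6 (0.89) and Mapkapk3 (0.67) were called higher under propofol too, below that limit, and Dusp10, Dusp16 and Map3k1 were not called there. The interaction was called for Mapkapk3, which rose more under isoflurane (difference 0.71, adjusted p = 0.0249 from edgeR), and for Map3k13, which fell by 2.19 under isoflurane and by 1.34 under propofol (difference -0.87, adjusted p = 0.0483 from edgeR). The call of Mapkapk3 was lost without library 7 (0.0577), 8 (0.0640), 9 (0.0524), 12 (0.0514), 13 (0.0502), 14 (0.0509) or 15 (0.0513), and that of Map3k13 in 14 of the 16 fits that left out a library (adjusted p up to 0.101), all but those without library 1 or 10. Map2k6 fell by 1.29 under propofol (adjusted p = 0.0319 from edgeR, and between 0.0660 and 0.0865 without library 9, 11, 12, 14, 15 or 16). As a set the family was raised under isoflurane, with a median of 0.22 and an adjusted p of 0.0186 by camera, which was 0.0554 without library 3, and 0.00900 by fry, but not by camera with an estimated correlation. Under propofol the median was 0.04 and camera's adjusted p 0.235, and the interaction had a median of 0.11 and an adjusted p of 0.0679.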

While the cell death pathway/apoptosis related genes are mostly up-regulated in the Isoflurane-Sepsis group (11 genes), the Propofol-Sepsis group shows an up-regulation of fewer genes (4 genes) and down regulation of a single gene (G0s2) which is predicted to be involved in extrinsic apoptotic signaling pathway (Figures 8A,B). 

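G0s2 encodes a protein that blocks lipid breakdown and also binds BCL2. In the propofol controls it was at 40.8, 64.5, 51.3 and 65.0 CPM in libraries 13 to 16 (55.4 ± 11.6, SD, n = 4) and in the Propofol-Sepsis group at 7.43, 3.11, 3.90 and 3.43 CPM in libraries 9 to 12 (4.47 ± 2.00), a fall of more than the spread of either group (standard error of the log2 fold change 0.264, adjusted p = 2.4e-05 from edgeR). Under isoflurane the mean was 19.9 ± 3.94 CPM in the controls and 15.3 ± 13.9 in the Isoflurane-Sepsis group, with 3.90, 18.7, 33.5 and 4.94 CPM in libraries 1 to 4. Its log2 fold change of -0.35 (standard error 0.584, adjusted p = 0.641 from edgeR) was within that spread and was called in no fit that left out a library. Control library 6 was the lowest of its group (14.0 CPM, the other three between 21.0 and 22.4). The response differed between the anesthetics by 3.28 (log2, isoflurane minus propofol, standard error 0.705, adjusted p = 0.0298 from edgeR). This call was lost under limma-voom (2.83, adjusted p = 0.0527, in a range of 0.00256 to 0.0527 over the alternatives) and without library 3 (0.0530), 5 (0.0574), 6 (0.0683), 7 (0.0602), 8 (0.0642), 11 (0.0552), 12 (0.0685), 14 (0.0562) or 15 (0.0516), although the difference then stayed between 2.53 and 3.34.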

Other related genes that are up and down-regulated under the two anesthetic conditions along with their associated terms are shown in Figures 8A,B. We also looked at the total number of genes that were up and down-regulated (adjusted *P* < 0.05) for the two groups in our study for the genes that were picked by our gene term searches (search terms as in Figures 8A,B), but without setting a cut-off for log2FC values. This data is represented in Figures 8C,D. As seen from the figure, many genes are common to both groups, yet the unique number of genes that are differentially expressed is more for the Isoflurane-Sepsis group. 

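Over all genes, and again without a search of descriptions, edgeR called 5183 genes changed in the Isoflurane-Sepsis group, 2659 raised and 2524 lowered, and 4353 in the Propofol-Sepsis group, 2107 raised and 2246 lowered. For 5068 genes under isoflurane (48.9% of those tested) every sepsis library lay on one side of every control library, where 2.86% would do so by chance, and for 4276 (41.3%) under propofol. Of the 10182 genes tested under both anesthetics, 1459 were raised under both, 1155 were raised under isoflurane and not raised under propofol, and 629 the other way round. A further 1535 were lowered under both, 963 were lowered under isoflurane and not lowered under propofol, and 694 the other way round. These numbers include 30 genes called in opposite directions. Among the 2088 genes called under isoflurane and not at all under propofol, 1721 had the same sign under propofol, and the interaction was called for 110 of them. Among the 1293 called under propofol and not under isoflurane, 934 had the same sign under isoflurane and 73 had an interaction call. A stricter adjusted p of 0.01 moved the totals most, to 3200 under isoflurane and 2628 under propofol. Leaving out each library in turn gave between 4145 and 5668 genes under isoflurane and between 3501 and 4291 under propofol. Scaling by library totals lowered the raised share of the calls from 51.3% to 43.0% under isoflurane and from 48.4% to 38.3% under propofol.

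**Figure D3:**
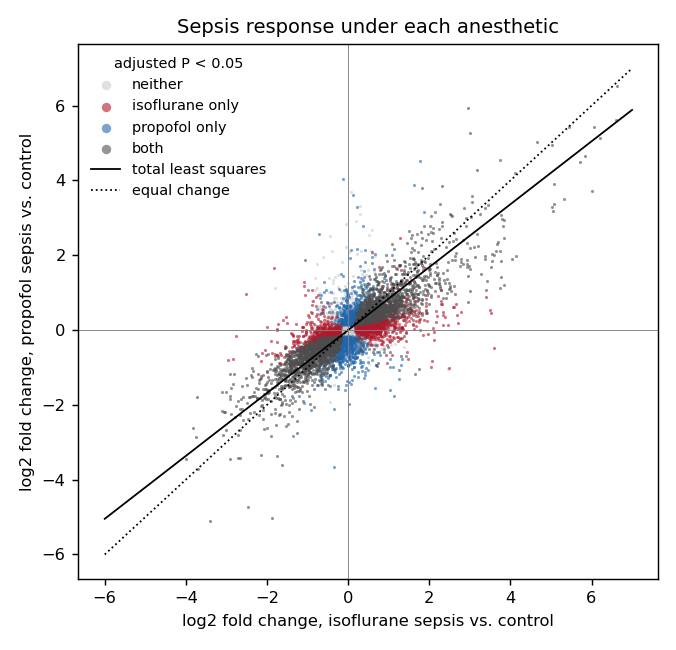
Log2 fold change of sepsis against control under isoflurane (horizontal axis) and under propofol (vertical axis) for 10182 genes, colored by the anesthetic in which the gene was called. The solid line is the total least squares fit to the genes called under both and the dotted line marks equal change, and 2994 genes called under both lie in the quadrants of equal sign.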

A KEGG pathway enrichment analysis with all the differentially expressed genes at a significant cut-off for adjusted *P* < 0.05 and *q*-value = 0.10, showed PI3K-Akt signaling and MAPK signaling as the top 2 pathways (i.e., highest number of genes) for the Isoflurane-Sepsis group (Supplementary Figure 2A). With the Propofol-Sepsis group we do not see these pathways in the top 50 list. However, one of the top pathways was Rap1 signaling (which is also seen in the Isoflurane-Sepsis group). It is interesting that RAP1 has roles in regulating MAPK kinase activity (Supplementary Figure 2B).

## Discussion

Sepsis is defined as “life-threatening organ dysfunction caused by a dysregulated host response to infection” (37) and is mostly characterized by a simultaneous occurrence of immunosuppressive and hyper-inflammatory reactions. In sepsis development, PAMPs (Pathogen-associated molecular patterns) play a key role in the inflammatory response and particularly in the hyper inflammatory reaction (38, 39). Hepatic dysfunction plays a particularly prominent role in septic outcomes, increasing long term mortality by more than any other organ system with the exception of the central nervous system (40). A comprehensive understanding of the impact of ICU interventions on hepatic function is essential to maximizing clinical outcomes.

A growing body of both animal and human data suggest that VAAs (e.g., Isoflurane) may improve survival and organ function after exposure to inflammation and sepsis (11, 12, 14). While the mechanisms of APC in neurologic or myocardial protection have been well-described (41) however, anesthetics- protective mechanisms in the setting of inflammation and sepsis are not well-understood. Anesthetic preconditioning (APC) activates the myocardial K_ATP_ channels, protein kinase C, and leads to the generation of oxidative species in addition to altering the mitochondrial permeability transition pore (41). In non-septic animals, metabolic differences between VAAs and GABA agonists have been identified (19, 42).

Sepsis likely has an impact on energy production at the level of the mitochondria, most likely at longer time points and with higher disease severity (43, 44) although the aggregated data from various animal models, tissues, and time points are to some extent conflicting (45). Previous authors have found evidence that VAAs inhibit Complex I of the ETC, favoring anaerobic metabolism (and lactate production) (19, 20). Our results demonstrated higher lactate values *prior* to incision (2.13 vs. 1.12 mEq/L, *p* < 0.0001, both groups), after sham surgery (1.88 vs. 0.851 mEq/L, *p* < 0.0001), and after CLP (2.48 vs. 0.846 mEq/L, *p* = 0.0002), when compared to rats anesthetized with Propofol. This is consistent with prior work. Importantly, isoflurane has been demonstrated to have hepatotoxic effects when given at high doses [e.g., 2% (46); of note we used 1.4% isoflurane]. Because the liver plays a key role in lactate clearance, it is possible that these observations are also due, to some extent, to hepatic dysfunction.

While both the isoflurane and Propofol groups exhibited an upregulation in HIF-1 with exposure to sepsis, only the isoflurane group exhibited upregulation in HO-1 [an anti-oxidant protein that produces carbon monoxide and initiates mitochondrial biogenesis (47)], iNOS [an enzyme that produces the free radical NO under conditions of oxidative stress, and which is known to be hepatotoxic (48)], and bcl-2 [a key regulator of mitochondrial autophagy, which inhibits beclin-1 (49)]. These protective responses can be a sign of stress (e.g., hepatotoxicity) but may also manifest as improved outcomes—this will require a survival study to determine (which is ongoing).

Mitochondria is the powerhouse of the cell and has vital roles in energy production, calcium homeostasis, and programmed cell death. In addition, it is known to be involved in antibacterial, antiviral, and several stress responses to hypoxia and tissue injury (50–52). Most interestingly, in our study of animals anesthetized with isoflurane, electron transport chain complex activity was diminished, mitochondrial OXPHOS protein levels were decreased, and mitochondrial ATP levels were lowered following exposure to sepsis, suggesting decreased hepatic energy production (which would be consistent with a reduction in hepatic lactate metabolism). In contrast, animals anesthetized with Propofol exhibited very little change in either electron transport chain complex activity or OXPHOS protein levels following exposure to sepsis, with no change in mitochondrial ATP levels. Interestingly, when comparing anesthetic agents (both before and after sepsis), we notice significant reduction in Complex I and IV *activity* with Propofol. This is in distinction to Makaryus et al.'s findings which primarily identified inhibition of Complex II, although they utilized pMRS and were focused on the brain, not the liver. Our results are consistent with other work in rats that has shown a clear reduction in hepatic cytochrome c reductase (Complex II/III) activity in rats infused with Propofol (53).

Animals in both groups (isoflurane and Propofol) exhibited evidence of increased *nitrosative* stress in both tissue (S-nitrosylation) and serum (NO) following exposure to inflammation. In contrast, in animals anesthetized with isoflurane, inflammation led to an increase in *oxidative* stress in the liver, whereas in animals anesthetized with Propofol, inflammation led to a decrease in oxidative stress in the liver. Prior work has suggested that Propofol may prevent oxidative stress during neuronal excitotoxicity (54) as well as ischemia-reperfusion injury models (22, 55), and there is some animal data suggesting that sepsis survival is lower when Propofol is used (as compared to volatile anesthetic agents). Because of the liver's prominent role in affecting long term sepsis mortality and the known impact of Propofol on hepatic cytochrome c reductase activity in rats (53), better understanding the impact of sepsis on hepatic subcellular energetics and in particular oxidative stress is important.

Consistent with our OXPHOS and ATP levels, we found that mitochondrial encoded gene DNA levels were decreased [Mt_Nd1 (1 vs. 0.84-fold) and Mt_Nd6 (1 vs. 0.87-fold)] in rats anesthetized with isoflurane and exposed to sepsis, but slightly increased in those anesthetized with Propofol and exposed to sepsis (Figure 6). Together, these data strongly suggest that VAAs result in a programmatic decrease in mitochondrial activity.

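The size of the response was compared apart from the number of calls. Among the 3024 genes called under both anesthetics, a total least squares line through the origin had a slope of 0.841 for the propofol on the isoflurane log2 fold changes, and 70.9% of these genes had the larger absolute change under isoflurane. Over the alternatives and the fits that left out a library the slope stayed below 1, between 0.784 without library 1 and 0.884 without library 4. The median absolute log2 fold change over all genes tested under both was 0.35 under isoflurane and 0.27 under propofol. Without the limit on low counts these were 0.43 and 0.34. Across genes, which are not independent replicates, Pearson's r between the responses was 0.762 and Spearman's rho 0.725.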

Differential expression analysis of RNA-Seq data suggests that genes related to energy metabolism, cellular protection, and oxidative stress are altered more in the Isoflurane-sepsis group (Figure 8A) compared to Propofol-sepsis group (Figure 8B). Also, RNASeq and qPCR-mRNA expression data from liver samples suggests that the response to sepsis-inflammation may differ in animals anesthetized to isoflurane, as compared to animals anesthetized with Propofol (Supplemental Digital Content, Supplementary Tables 2, 3, Supplementary Figure 1) and Figure 7. In particular, in animals anesthetized with isoflurane, inflammation led to upregulation of 6 genes related to MAPK [an important mediator of inflammation during infection (35, 56, 57)], whereas in animals anesthetized with Propofol, sepsis induced inflammation led to upregulation of 2 genes related to MAPK (Figure 8). This number was still higher when compared at a more relaxed log2FC cut off value. 

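The interaction between anesthetic and sepsis was called for 289 genes by edgeR, 176 with the higher and 113 with the lower log2 fold change under isoflurane. At an unadjusted p below 0.05 the number was 2452. In simulated counts this test recovered 75% of the changed genes, with 5.66% of its calls false, whereas DESeq2 recovered 79% with 13.7% false. On the deposited counts DESeq2 gave 847 genes, of which 285 were among the 289, limma-voom 227, edgeR without the limit on low counts 168, and edgeR on counts thinned to the shallowest library 187. The number depended on single libraries. It rose to 1615 without library 1 and fell to 104 without library 3, 109 without 5, 60 without 6, 76 without 7, 65 without 8, 95 without 9, 138 without 11, 54 without 12, 110 without 13, 103 without 14 and 97 without 15. Without library 2, 4, 10 or 16 it stayed between 205 and 398. The smallest adjusted p in each direction were those of Tgm2 and of RGD1311723. Tgm2 rose by 1.75 under isoflurane, from 123 ± 16.3 to 404.5 ± 85.8 CPM (SD, n = 4 libraries each), and by 0.20 under propofol, from 195.6 ± 16.2 to 224 ± 31.6 CPM, a difference of 1.53 with an adjusted p of 0.00351 from edgeR. RGD1311723 fell by 1.07 under isoflurane, from 5.21 ± 1.69 to 2.40 ± 0.202 CPM, and rose by 1.87 under propofol, from 1.60 ± 0.367 to 5.91 ± 1.94 CPM, a difference of -2.95 with an adjusted p of 0.00351 from edgeR. A higher log2 fold change under isoflurane was further found for Klf16 (difference 1.34), Cd74 (0.82), Pced1a (0.78) and Gpr108 (0.62). A lower one was found for Crot (-1.54), Tmem164 (-1.14), Nnmt (-0.92) and Rapgef5 (-0.84). Adjusted p for these lay between 0.00351 and 0.0101 by edgeR. The differences are of fold changes and not of levels. Nnmt was at 436 and 214 CPM in the isoflurane and propofol controls, and at 508 and 475 after sepsis. Gpr108 did not rise under isoflurane (-0.07) and fell under propofol (-0.70). These 10 calls held in each fit that left out a library. Of the genes of Fig. 7, 11 of 11 had the lower log2 fold change under isoflurane, 6 were called when adjusted over the list alone, and the call over all genes was that of Uqcrb. The paper selected these 11 genes from the same libraries for altered expression, so their signs and calls are not independent evidence. From the RNA-seq and the RT-qPCR of liver samples together, the paper proposes that the response to sepsis-inflammation may differ between animals anesthetized with isoflurane and with propofol.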

To note, the MAPK pathway was one of the top 50 enriched pathways for Isoflurane-sepsis group. Despite that difference, we observed similar increases in serum interleukins with inflammation in both groups (isoflurane and Propofol). Our model, which only allowed 8 h of sepsis exposure, may not have allowed enough time for differences in mRNA expression to manifest (see Limitations, below). Given that sepsis outcomes are strongly influenced by the balance between pro- and anti-inflammatory responses (referred to as the “sepsis seesaw”) that change over a period of days (58), substantial differences in the early immunological response to infection may explain some of the reported differences in outcomes reported by groups comparing volatile anesthetic gases to GABA agonists (9–14).

The primary significance of our results relates to hepatic function in the setting of infection, which is a key driver of clinical outcomes in humans (as described above). The use of VAAs (as opposed to GABA agonists) in the setting of sepsis clearly impacts anaerobic metabolism, lactate clearance, or both. Whether or not this explains the improved outcomes that other investigators have identified when VAAs are used in both animal models of sepsis as well as humans, requires further investigation.

Our study has limitations. First, it was conducted in rats. Thus, our findings are not necessarily generalizable to humans. Second, Propofol is a lipid emulsion, the lipid component of which may have its own impact on metabolism. Third, we utilized 100% oxygen as part of our anesthetic which is relevant in the sickest patients but not necessarily applicable to those ventilated with 60% oxygen or less. Sepsis is a dynamic disease process over time, thus our findings likely reflect early phase of the disease. Bacteria concentration in blood peak between 6 and 12 h after performing cecal ligation (59, 60), and we harvested the tissue at 8 h. mRNA data, which looks at transcript expression of all genes in a tissue, is less susceptible to confirmation bias (because thousands of genes are analyzed), but requires confirmation with various approaches before any mechanistic pathways can be elucidated with confidence. Nevertheless, our study provides initial data to design those mechanistic studies. Lastly, the focus of this study was on the liver, which is rapidly affected by the CLP model [nitric oxide levels peak within ~2 h (61)]—our findings may not be applicable to other organ systems, such as the central nervous or cardiovascular systems.

## Conclusions

We conclude that rats anesthetized with isoflurane and Propofol respond differently to inflammation initiated by cecal ligation and puncture (Figure 9). Isoflurane anesthesia leads to lactic acidosis as compared to Propofol—it is not clear whether this is due to an increase in anaerobic metabolism or a decrease in hepatic clearance of lactate. Rats anesthetized with isoflurane respond to inflammation with increase in hepatic HO-1, iNOS, and bcl-2, whereas rats anesthetized with Propofol do not. While rats anesthetized with isoflurane and Propofol exhibit hepatic nitrosative stress during sepsis-inflammation, increased tissue oxidative stress was only noted in rats anesthetized with isoflurane. Rats anesthetized with isoflurane respond to inflammation with decrease OXPHOS protein expression and decreased ETC Complex activity, whereas rats anesthetized with Propofol do not. The combination of isoflurane and inflammation may lead to over-expression of mRNA involved in the pro-inflammatory MAPK pathway and many other pathways associated with sepsis-inflammation (Supplementary Figure 2A). More work is needed to determine whether or not these Anesthesia-Sepsis-associated differences in the mitochondrial metabolic response to inflammation produce differences in organ protection or animal survival.

## Data Availability Statement

All processed data were uploaded to the gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo/; accession # GSE138454).

## Ethics Statement

The animal study was reviewed and approved by animal care and use committee (IACUC) at the University of Virginia (protocol 4140).

## Author Contributions

RT: design of study, conduct of study (animal work), interpretation of data, and writing manuscript. HO: conduct of study (biochemical work), interpretation of data, writing manuscript, and review of manuscript. UP: RNA sequencing analysis, interpretation of data, and review of manuscript, KI: construction of NIRS equipment and conduct of study (animal work). ZZ: design of study, interpretation of data, and review of manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CLP: cecal ligation and puncture
BCA: bicinchoninic acid
DNPH, 2: 4-dinitrophenylhydrazine
DPF: diferential pathlength factor
ETC: electron transport chain
ETCO2: end tidal CO2
IPC: ischemic preconditioning
MMTS: methyl methanethiosulfonate
NIRS: near infrared spectroscopy
NS: normal saline
CytOX: oxidation state of cytochrome aa3
PBS: phosphate bufer saline
TCA: tricyclic acid
TNF: tumor necrosis factor
VAAs: volatile anesthetic agents
*mEq/L*: milliequivalents Per Liter (mEq/L)
*nM/mg*: nanomole/milligram
μ*M*: micromoles
*Mt-Nd1*: mitochondrially encoded NADH dehydrogenase 1
*Mt-Nd6*: mitochondrially encoded NADH dehydrogenase 6
*Hif1a*: Hypoxia-inducible factor 1-alpha
*HO-1*: Heme oxygenase-1
*iNOS*: Inducible nitric oxide synthase
*Bcl2*: B-Cell CLL/Lymphoma 2
*Ndufv2*: NADH: Ubiquinone Oxidoreductase Core Subunit V2
*Ndufs1*: NADH:Ubiquinone Oxidoreductase Core Subunit S1
*SDHD*: Succinate Dehydrogenase Complex Subunit D
*SDHB*: Succinate Dehydrogenase Complex Iron Sulfur Subunit B
*UQCRH*: ubiquinol-cytochrome c reductase hinge protein
*UQCRB*: Ubiquinol-Cytochrome C Reductase Complex III Subunit VI
*COX8a*: cytochrome c oxidase subunit 8A
*Cox7a2l*: cytochrome c oxidase subunit 7A2 like
*ATP5c1*: ATP synthase, H+ transporting, mitochondrial F1 complex gamma polypeptide 1
*Atp5j*: ATP synthase, H+-transporting, mitochondrial F0 complex subunit F
*Atp6ap1l*: ATPase H+ transporting accessory protein 1 like.
APC: anesthetic preconditioning
bcl-2: B-cell lymphoma 2.

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 1

**Supplementary Table 1. Animal tissue pooling details for Liver mRNA analysis and OXPHOS protein expression**.

| **Treatment group** | **Number of samples** | **Pooling per each sample** | **Total number of rats used** |
| --- | --- | --- | --- |
| Propofol: Control | 4 | 3 | 12 (4 x 3) |
| Propofol: Sepsis/CLP | 4 | 3 | 12 (4 x 3) |
| Isoflurane: Control | 4 | 3 | 12 (4 x 3) |
| Isoflurane: Sepsis/CLP | 4 | 3 | 12 (4 x 3) |

Note: We used pooled tissue samples only for RNA Sequence and for mitochondrial analysis because it is cost-effective. We felt that our sampling plan (RNA Sequence studies) balanced cost with results. We believe that a pooling experimental design is more efficient than a random sample strategy (Schisterman and Vexler 2008; Urena-Peralta et al. 2018; Goodall et al. 2019) although we acknowledge that some granularity is lost.

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 2

**Supplementary Table 2 differentially expressed nuclear encoded OXPHOS genes in liver sepsis.**

The excel tables list the differentially expressed genes in liver sepsis model (sepsis + anesthesia) of Rat liver (at a significant adjusted P-value cut off of less than 0.05) compared to controls (no sepsis + anesthesia) with the two anesthetic backgrounds (Propofol and Isoflurane).

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 3

**Supplementary Table 3 differentially expressed nuclear encoded mitochondrial genes in liver sepsis.**

The excel tables list the differentially expressed genes in liver sepsis model (sepsis + anesthesia) of Rat liver (at a significant adjusted P-value cut off of less than 0.05) compared to controls (no sepsis + anesthesia) with the two anesthetic backgrounds (Propofol and Isoflurane).

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 4

**Supplementary material data sheet 1 (**Immuno blots)

Data sheet 1A-Immuno blots (Isoflurane and Sepsis group)

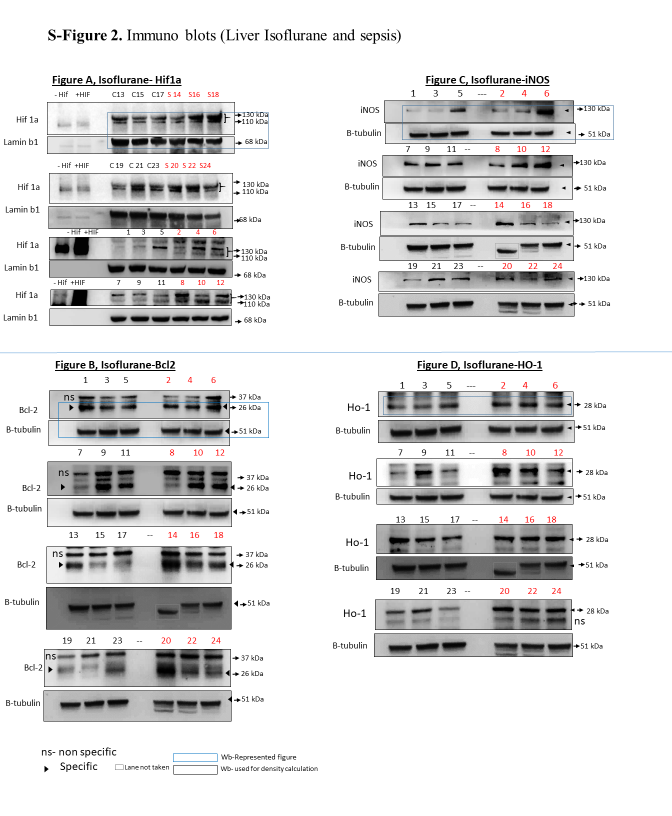

**Data 1A.**Immuno blots (Liver Isoflurane and sepsis) used for calculating protein expression of HIF1a, Bcl2, iNOS and HO-1, showed in main text **figures (1)** A, B, C and D.

Data sheet 1B-Immuno blots (Propofol and Sepsis group)

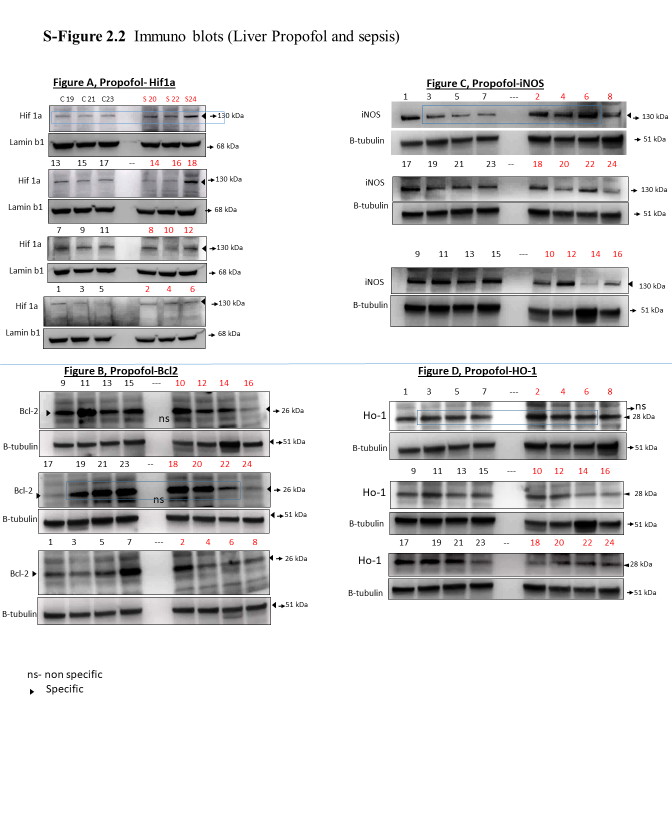

**Data 1B.** Immuno blots (Propofol and sepsis group) used for calculating protein expression of HIF1a, Bcl2, iNOS and HO-1, showed in main text figures (1) A, B, C and D.

**Data sheet 1C.** S-nitrosylation Ponceau-s staining blots

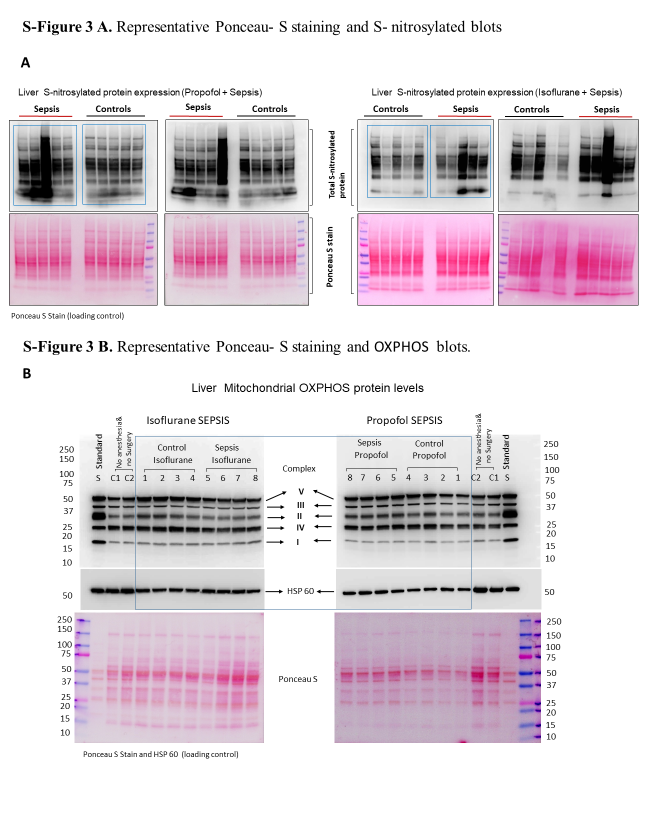

**Data sheet 1D**. Immuno blots displaying Complexes I-V Protein expression levels and HSP 60 (loading

control) and Ponceau-s staining.

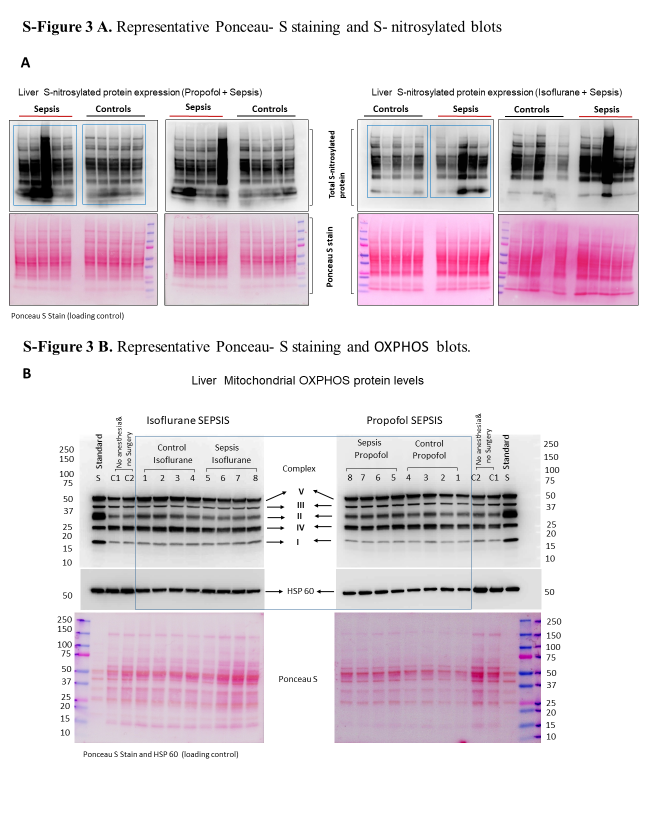

**Data**. (**1C**). Immuno blots (S- nitrosylated) and Ponceau- S staining blots (loading control) used for calculating total S- nitrosylated proteins showed in main text figure 2,D. **(1D)** Immuno blots (OXPHOS) and loading control (HSP 60) and additional loading control Ponceau- S staining blots used for calculating Mitochondrial Oxidative Phosphorylation (OXPHOS) Complexes I-V Protein expression levels showed in main text figure 3,B.

Indicates represented blot used in main text

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 5

**Supplemental Digital Content: data sheet 2 (Methodology).** Methodology related to HIF-1 and other proteins immunoblotting, quantitative PCR-Primers list and Additional information references.

**Methodology**

For detailed, Tissue process, protein preparation, HIF-1 and other protein immunoblotting standardization, please see our research group previously published Supplemental Digital Content (https://link.springer.com/article/10.1186/s12868-019-0514-8#additional-information) with Brain subcellular energetics data; Thiele et al., BMC Neurosci 2019, 20, 34,https://doi.org/10.1186/s12868-019-0514-8.

**Methodology**

HIF-1 is a highly labile protein and is degraded by prolyl hydroxylase within minutes of exposure to atmospheric levels of oxygen (Huang LE, et al 1996). Thus, tissue handling can be a challenge.

**Tissue Preparation**

Immediately prior to analysis, the extracted tissue was removed from storage at -80C and individually finely ground in liquid N_2_ with a pestle and mortar. During this process, we constantly poured liquid nitrogen on the sample to ensure that it remained below -80C. Ten to fifty milligrams of liver tissue powder from each sample were used to measure Gene, protein expression, and oxidative stress markers.

Specific Methodology (all proteins):

50 mg of liver tissue powder was suspended in 500 ul of ice cold PBS containing a commercially-prepared protease and phosphatase inhibitor cocktail (Halt^TM^, Thermo -Fisher #78443, Waltham, MA). Samples were gently mixed, centrifuged at 10,000 rpm for 5 minutes at 4^0^C, and the pellet was collected and used either for nuclear protein extraction or for total protein lysis preparation (this is a washing step to remove blood or other tissue contaminants). Nuclear proteins were extracted using commercially available mammalian cell and tissue nuclear extraction kit (abcam ab113474, Cambridge, MA) by following the manufacturer’s protocol with the exception of adding 100 uM CoCl_2_ to the extraction buffer (we used RIPA for this stage of the nuclear extraction because its contents were more clearly described) in order to stabilize prolyl hydroxylase and thereby preventing HIF-1 degradation in the presence of atmospheric oxygen (Srinivasan S et al 2011).

For total protein extraction, 250 uL of ice cold lysis buffer (RIPA) containing a protease and phosphatase inhibitor cocktail (Halt^TM^) was added to the pellet, which was subsequently sonicated on ice (3 cycles of 10 pulses, power 5, Fisher Scientific Sonic Dismembrator Model F60, Pittsburgh, PA). Protein lysates were centrifuged at 13,000 rpm for 20 minutes at 4^0^C.

Protein concentrations were determined using BCA kit (Thermo Scientific). 10-30 μg of total protein (50 ug for HIF-1α) was heat-denatured at 95C, loaded onto 4 to 20% Tris-Glycine polyacrylamide gradient gels (Bio-Rad, Hercules, CA), and electrophoresed. Proteins were transferred to PVDF membrane (Millipore, Darmstadt, Germany), blocked at room temperature for 1 h in SuperBlock (PBS) Blocking Buffer (Thermo-Fisher # 37515) and incubated at 4°C overnight with primary antibodies; anti-HIF-1α (1:2000, rabbit –mAb # 14179, Cell Signaling [Danvers, MA]; note: for HIF-1α, overnight incubation with primary antibodies was repeated after washing three times with PBST), anti-HO-1 (1:3000, mouse- mAb # NBP1-97507, NovusBio [Littleton, CO]), anti-bcl2 (1:5000, mouse- mAb # NB100-78543, NovusBio), anti-iNOS (1:1500, rabbit-mAb # 13120, Cell signaling). For loading controls, anti-β-tubulin (1:2000, mouse-mAb # NB 120-7792, NovusBio) and anti-Lamin B1 (1:2000, rabbit-mAb # 13435, Cell Signaling) were used.

After primary antibody incubation, membranes were washed three times in PBST for 10 minutes. Membranes were then incubated with horseradish peroxidase–conjugated secondary antibodies (1:1000-15,000, depending on the primary antibody used, Santa Cruz Biotechnology [Dallas, TX] and Cell Signaling], for 1h at room temperature. Immunoreactivity was detected using enhanced chemiluminescence substrate (Super Signal West Femto; Thermo Scientific). Images were captured using GBOX (Chemi XR5; Syngene), and gels were analyzed densitometrically using the computerized image analysis software (Gene Tools from Syngene). Target protein bands were normalized to loading controls β-tubulin or Lamin B1.

|  | **HIF-1** | **Bcl-2** | **iNOS** | **HO-1** |
| --- | --- | --- | --- | --- |
| Location | Nuclear | Total Protein Lysate | Total Protein Lysate | Total Protein Lysate |
| Gel | 4-20% TGX 50ul capacity | 4-20% TGX 20-30 ul capacity | 4-20% TGX 20-30 ul capacity | 4-20% TGX 20-30 ul capacity |
| Protein loaded | 50 ug | 25 ug | 25 ug | 25 ug |
| Primary Antibody | rabbit –mAb # 14179  Cell signaling | mouse- mAb # NB100-78543  NovusBio | rabbit-mAb # 13120  Cell signaling | mouse- mAb # NBP1-97507  NovusBio |
| Primary Dilution | 1:2000 | 1:5000 | 1:1500 | 1:3000 |
| Secondary antibody | Rabbit | Mouse | Rabbit | Mouse |
| Secondary dilution | 1:15000 Santa Cruz | 1:1000 Cell Signaling | 1:10000 Cell Signaling | 1:15000 Cell Signaling |
| Loading Control | Lamin B1 | β−tubulin | β−tubulin | β−tubulin |

**Quantitative PCR** Primers used for Mitochondrial DNA levels quantification and RNASeq data validation.

All primers were purchased from Sigma and Invitrogen, USA.

| **Gene** | **Forward (5'-3')** | **Reverse (5'-3')** |
| --- | --- | --- |
| *Ndufv2* | GACTACTACGAGGATCTGAC | GGTTCAGTCAAAGAAGTAAGG |
| *Ndufs1* | GATTTGCCTATGATGGACTG | TGCCTTCAAAACTCTTGTAAC |
| *Sdhd* | TTGTCAGTGTTTTGCTCTTG | CATGAACGTAGTCAGTAACC |
| *Sdhb* | CAACAGTATCTGCAATCCATC | GTGAATTCATCTCTGGAGTC |
| *Uqcrh* | CAAAGAGGAAGAAGAGGAAG | AAGAGCTCCTCTGTACAATC |
| *Uqcrb* | CAGCTCTCTACTCTTAGGTC | CTGCATTATAATACCACTTCCG |
| *Cox8a* | ATATCACCATTGGGCTCAC | AAAGGATGAGGGAAGACG |
| *Cox7a2l* | AGCTACAGAGATTCTTCCAG | CACAAAGTAAACCAGTCCTC |
| *Atp5c1* | CTGCTCTGGATTAATGAGAATC | CTAACAAGGACAGCAATCAG |
| *Atp5j* | TGGACAGAGAGCTTTTTAAG | GGATCCTCAAAATTGAAGGTAG |
| *Atp6ap1l* | ATTTAAGAATCAGACGTGGC | CTGGACAGCTTGATGTAATTG |
| *Mt_Nd1* | GCAGGACCATTCGCCCTATT | GGGGTAGGATGCTCGGATTC |
| *Mt_Nd6* | CGCAAACAATGACCACCCAG | CCCGGAGACTTGAGGGTCTA |

**Additional Supplemental information References**

1. Huang LE, Arany Z, Livingston DM, Bunn HF. Activation of hypoxia-inducible transcription factor depends primarily upon redox-sensitive stabilization of its alpha subunit. *J Biol Chem.* 1996;271(50):32253-32259.
2. Srinivasan S, Dunn JF. Stabilization of hypoxia-inducible factor-1alpha in buffer containing cobalt chloride for Western blot analysis. *Anal Biochem.* 2011;416(1):120-122.
3. Thiele, R. H., H. P. Osuru, U. Paila, K. Ikeda, and Z. Zuo. 2019. 'Impact of inflammation on brain subcellular energetics in anesthetized rats', BMC Neurosci, 20: 34.
4. Schisterman, E. F., and A. Vexler. 2008. 'To pool or not to pool, from whether to when: applications of pooling to biospecimens subject to a limit of detection', Paediatr Perinat Epidemiol, 22: 486-96.
5. Urena-Peralta, J. R., S. Alfonso-Loeches, C. M. Cuesta-Diaz, F. Garcia-Garcia, and C. Guerri. 2018. 'Deep sequencing and miRNA profiles in alcohol-induced neuroinflammation and the TLR4 response in mice cerebral cortex', Sci Rep, 8: 15913.
6. Goodall, E. F., V. Leach, C. Wang, J. Cooper-Knock, P. R. Heath, D. Baker, D. R. Drew, M. J. Saffrey, J. E. Simpson, I. A. Romero, and S. B. Wharton. 2019. 'Age-Associated mRNA and miRNA Expression Changes in the Blood-Brain Barrier', Int J Mol Sci, 20.

# Supplementary material for: Anesthesia-Sepsis-Associated Alterations in Liver Gene Expression Profiles and Mitochondrial Oxidative Phosphorylation Complexes
**Source:** Front Med (Lausanne). 2020 Dec 18;7:581082. doi: 10.3389/fmed.2020.581082
**Supplement:** Supplementary file 6

**Figure 1. (A) Volcano plot of differentially expressed genes in sepsis with an Isoflurane background.** Genes related to OXPHOS that were significant (adjusted P-value<0.05 and log2 fold change>1) are labelled in the plot.

### Propofol (OXPHOS gene labels)

EnhancedVolcano

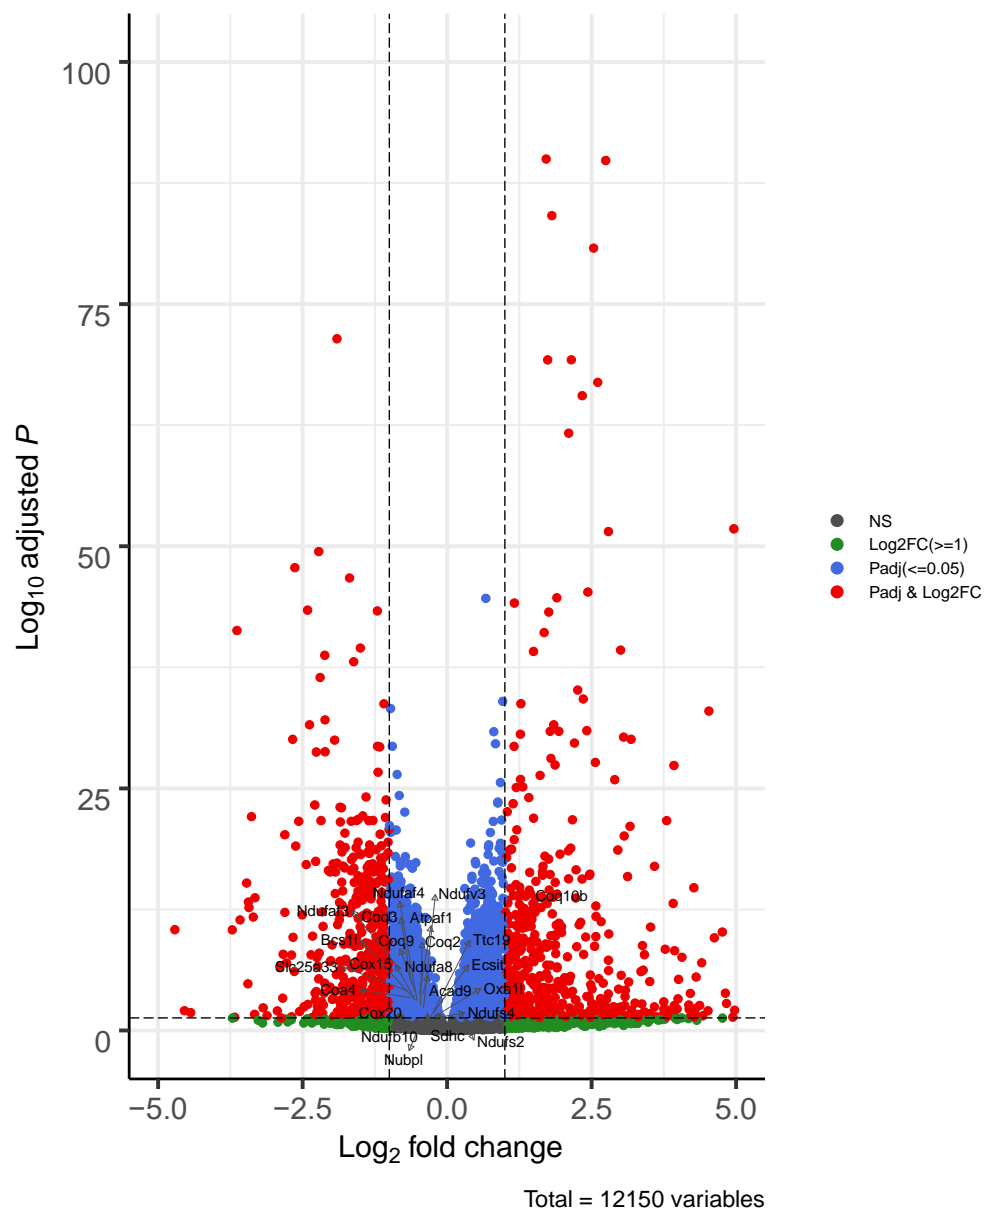

**Figure 1. (B) Volcano plot of differentially expressed genes in sepsis with a Propofol background.** Genes related to OXPHOS that were significant (adjusted P-value<0.05 and log2 fold change>1) are labelled in the plot.

How the deposited data were processed for this re-analysis (not part of the article)

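Liver RNA of 48 rats was analysed as 16 libraries, each a pool of 3 rats, with 4 libraries in each of the Isoflurane-Sepsis, isoflurane control, Propofol-Sepsis and propofol control groups. The libraries were made from polyadenylated RNA with a protocol that keeps the strand, and were read from 1 end. For each library the authors deposited counts, that is the whole number of reads they had counted on each of 17055 gene symbols, without normalization. The paper refers to earlier work for its sequencing and counting methods. The aligner, the counting program, the annotation and the genome build are not given in the sources used here, so no coordinates are printed. Of the gene symbols, 14175 were found among the symbols of the reference annotation. Groups were assigned from the sample labels, which name the anesthetic and sepsis or control for every library, and from the paper's description of the groups.

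Each library also has 2 entries that name no gene, for reads outside genes and for reads that overlap more than 1 gene. These were left out of library sizes and tests. Reads outside genes made up between 21.61% (library 14) and 25.39% (library 3) of all reads in the files, and ambiguous reads between 1.074% and 1.351%. Reads on genes ranged from 14199422 to 49937173 per library, and between 12060 and 13036 genes had at least 1 count. The 10 most abundant genes took between 29.53% and 33.44% of the reads on genes, and TMM factors lay between 0.963 and 1.03. Counts of libraries of the same group were compared in pairs by chi-square, which per degree of freedom was between 3.469 and 101.7, so no library was found to have been deposited more than once. On log2 values the first 3 principal components held 58.9%, 14.6% and 7.95% of the variance.

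Sepsis was compared with control within each anesthetic with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in separate fits of 4 libraries against 4 with TMM scaling. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, and an adjusted p below 0.05 was called. Counts are also given at a log2 fold change above 2 or below -2, and for MAPK genes above 1. The difference between the anesthetics in the response to sepsis was tested as an interaction in a fit of all 16 libraries, with isoflurane minus propofol as its sign. The control groups of the anesthetics are different rats, so the comparisons share no library. Values per library are edgeR's CPM after TMM scaling, and an SD is over the 4 libraries of a group. A comparison of single values used an exact permutation test, whose smallest two-sided p for 4 libraries against 4 is 0.0286.

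Gene lists for the subunits of complexes I to V, the MAPK family, cytosolic and mitochondrial ribosomal proteins, fatty acid oxidation, and markers of hepatocytes, lymphocytes, and neutrophils and monocytes were written by hand. They were tested as sets with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and again with fry and with camera estimating the correlation. The adjustment was over the lists. A list of 13 mRNAs encoded by mitochondrial DNA had 0 members among the gene symbols, and these are not analysed here, nor are Mt-nd1 and Mt-nd6 of the paper's mitochondrial DNA assay. A list of markers of brain, cerebellum and forebrain was written after the data had been seen.

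The samples, the tests, the lists of alternatives and the rule for the genes named in the text were fixed before the data were examined. Under that rule the named genes are the following. They include every gene that the text of the paper names for its RNA, protein, serum or mitochondrial DNA results, whose values in Supplementary Tables 2 and 3 and Fig. 7 had been seen. They include, in each anesthetic, the 5 largest rises and the 5 largest falls among called genes with a mean log2 CPM of at least 1 and every sepsis library on the same side of every control library. For the interaction they include the 5 genes with the smallest adjusted p in each direction, at the same mean. In each complex and anesthetic the subunit with the smallest adjusted p is included, and so is each called MAPK family member with a log2 fold change above 1 or below -1. Further genes are named where a list is counted or where a single gene stood out, and these were chosen after their values were seen. A few genes under the rule are not reported here by name, and remain in the counts.

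The alternatives to the edgeR fit were RLE size factors, scaling by library totals alone, DESeq2 1.42.0 (the tool the paper states), limma-voom, no limit on low counts, a mean CPM of at least 1, counts thinned to the shallowest library, all 16 libraries in 1 fit, an adjusted p below 0.01, and each library left out in turn. DESeq2 on every gene with at least 1 count was added after the data had been seen. Other splits of the libraries were fitted in the same way, 35 for each anesthetic and 100 drawn at random for the interaction, in the latter case after the average effect of the anesthetic had been removed from the counts.

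The tests were tried on simulated data. Counts were drawn from the means, spread and sizes of these libraries with 200 genes changed. Within each anesthetic far more genes were called in the deposited counts, so the shares describe the simulated setting only. For the interaction, over 10621 genes, edgeR recovered 75% of the changed genes and 5.66% of its calls were false. DESeq2 had the larger share of false calls in each comparison, 12.4% for isoflurane, 9.84% for propofol and 13.7% for the interaction. Limma-voom had 3.35%, 4.44% and 6.37%. Of 6 gene lists shifted by -0.3, camera called 6 in the isoflurane and in the propofol comparison, and of 7 lists that were not shifted it called 1 in each, at adjusted p of 0.0381 and 0.00896.

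The paper's selection of genes by terms in their descriptions, its KEGG enrichment and its heat maps were not repeated, since the term sets and pathway tables are not used here. RT-qPCR, protein, serum, enzyme activity and mitochondrial DNA measurements are not analysed here.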

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

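The tests of brain RNA in library 10, of a processing batch or the induction drug, of depth behind the interaction, of leukocyte RNA, of the spread between isoflurane libraries and of chance for the interaction median of the subunits were chosen only after the results were seen, and the other tests were written down before the values they measure were seen, although that of an exchange of libraries was prompted by the other assignments. Among 276 groups of 4 libraries, made up of the named genes and measures of the libraries, 20 had 1 library far from the other three, which is 7.25% where chance gives about 1 in 20, or 5%. Apart from the number of reads itself (library 8), the outlying library was the deepest or shallowest of its group in 9 of 19 cases, 47.4%, where 2 libraries of 4 would give 50% if depth played no part, which argues against depth as the source. Most of these values can therefore not be separated from chance. In CPM they were, with the range of the other three libraries, Uqcrh 58.3 in library 4 (69.2 to 71.2), Cox7a2l 55.5 in library 16 (52.6 to 53.0), Atp6ap1l 0.750 in library 13 (1.36 to 1.47), G0s2 14.0 in library 6 (21.0 to 22.4), Il1b 37.8 in library 11 (30.3 to 30.9), Rapgef5 20.5 in library 15 (17.5 to 17.9) and Map3k1 3.39 in library 5 (3.04 to 3.09). Further ones were Map3k6 26.4 in library 1 (35.4 to 37.0) and 34.6 in library 10 (25.3 to 26.6), and Mapkapk3 7.17 in library 16 (8.41 to 8.59). Libraries 10 and 16 had 3 such values each, libraries 5, 6, 8 and 13 had 2 each, and libraries 1, 2, 4, 11, 12 and 15 had 1 each. No biological explanation was tested for these, since the libraries of a group differ in nothing that the design names.

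Several of the outlying values rest on very few reads. F2rl1 stood at 0.142 CPM in library 6 (0.0447 to 0.0599 in the other three) and at 0.0682 in library 13, where the other propofol controls had 0. Il6 was at 0.0799 in library 8 (0.0447 to 0.0475), Reg3a at 0 in library 5 (0.0399 to 0.0475) and Cacna2d4 at 0.366 in library 2 (0 to 0.0555). Adh6 was at 0.0508 in library 16 and 0.0323 in library 12, with 0 in the others of each group. These values rest on 6 reads or fewer, and no explanation was tested for them.

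Library 8, an isoflurane control, had 49937173 reads on genes, where the other isoflurane controls had between 20647030 and 22172452. After counts were thinned to the shallowest library 4735 genes were called under isoflurane and 4126 under propofol, so the larger number under isoflurane did not come from this library's depth.

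Library 10, of the Propofol-Sepsis group, held transcripts of brain. Over 30 markers of brain and cerebellum its mean log2 CPM was 3.59, where the other Propofol-Sepsis libraries had -1.75 to -1.21, and 29 of the 30 markers were highest in this library of all 16, 27 of them by more than 4-fold. Mbp had 3313 reads in it and between 39 and 223 in the others, Gabra6 209 (0 to 1) and Cbln1 214 (0 to 5). Mapk4, at 1.78 CPM in this library and 0.0970 to 0.283 in the others of its group, was also outlying. Of the 39 markers, values of 21 had been seen before the list was written, so the test was made on the 11 markers of brain and cerebellum that had not. Their median log2 ratio to the highest of the other 15 libraries was 3.95, 10 of the 11 were highest in library 10, 9 by more than 4-fold, and the exception was Slc1a2. Of these 11, 3 are above 1 CPM in propofol control liver, and of all 30, 7 are. Markers of forebrain were highest there for 5 of 9 (median log2 ratio 0.30), and for 4 of the 7 not seen before (0.89), whereas the cerebellum markers had a median of 5.38. A liver library exchanged for a brain library is excluded, since albumin took 6.56% of its reads against 5.61% to 6.21% in the other Propofol-Sepsis libraries. Sepsis raising these transcripts in liver is argued against by the other Propofol-Sepsis libraries, whose median log2 ratio to the controls was -0.0284 over the 11 markers, although it was 0.69 over all 30. RNA from brain tissue, with more of cerebellum than of forebrain, is a candidate explanation. The paper describes that the supratentorial brain was ejected before the abdomen was opened, but where the RNA would have entered was not tested. Some results moved without library 10. Under propofol 4291 genes were called, where the fits that left out another library called between 3501 and 3904. Interaction calls rose from 289 to 398, of which 259 were among the 289, and 0 of the brain markers were among the 289. The median of the subunits of complexes I to V under propofol went from -0.0483 to -0.00162, that of complex III from -0.0161 to 0.0253 and that of complex V from -0.0450 to above 0. Camera's call of mitochondrial ribosomal proteins under propofol was lost (0.0543), and the interaction of the MAPK family was called (0.0220). Of 11 tested brain markers 2 were called under propofol, and neither without it, while Cbln3 (edgeR's adjusted p = 0.00161) and Slc1a2 (0.00731) were called only without it. Snap25, at 40.3 CPM in library 10, had an adjusted p of 0.0441 from edgeR, and 0.271 without that library.

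The response to sepsis differed between the anesthetics for 289 genes. Among other assignments of the libraries, 3 of 100, the real one included, gave as many, a share under 5%, so chance can be excluded at that limit but not by a wide margin, and the others of these gave more. The number also depended on single libraries, with 1615 genes without library 1, 104 without 3, 109 without 5, 60 without 6, 76 without 7, 65 without 8, 95 without 9, 138 without 11, 54 without 12, 110 without 13, 103 without 14 and 97 without 15. The other such assignments exchanged Isoflurane-Sepsis library 1 with Propofol-Sepsis library 10, in 1 case together with isoflurane control library 5 and propofol control library 16, and gave 2178 and 449 genes. An exchange of libraries 1 and 10 is argued against by 58 genes that separate the anesthetics in the controls, on which library 1 scored 1.21, within the 1.09 to 1.77 of its group, and library 10 scored 0.203, with the other Propofol-Sepsis libraries between 0.00285 and 0.106. Depth is argued against, since 165 of the 289 were still called in counts thinned to the shallowest library, though the number fell to 187. Anesthetic, induction drug and any processing batch cannot be told apart, because the propofol rats alone received ketamine and xylazine and the files of the anesthetics carry different run codes. In the controls 4468 of 10314 genes differed between the anesthetics by edgeR, 2225 higher and 2243 lower under isoflurane, 31 above 2 and 27 below -2. A difference that is the same in sepsis and control libraries cancels in the interaction, and one that is not remains open.

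The 17 named genes with an interaction call, with isoflurane minus propofol on the log2 scale, were Tgm2 (1.53), Klf16 (1.34), Cd74 (0.82), Pced1a (0.78), Gpr108 (0.62), RGD1311723 (-2.95), Crot (-1.54), Tmem164 (-1.14), Nnmt (-0.92) and Rapgef5 (-0.84), which were called in every fit that left out a library, and Cpt1a (-1.46), Map3k13 (-0.87), Mapkapk3 (0.71), G0s2 (3.28), Hmox1 (3.00), Tnf (2.12) and Uqcrb (-0.40), which were not. All were called by edgeR over 10621 genes. Hmox1 (adjusted p = 0.0360, in a range of 0.00322 to 0.0556 over the alternatives) lost its call without library 3 (0.0625), 5 (0.0716), 6 (0.0706), 7 (0.0741), 8 (0.0652), 9 (0.0687), 11 (0.0668), 12 (0.0761), 13 (0.0503), 14 (0.0662) or 15 (0.0693), although the difference stayed between 2.38 and 3.28 in all 16. Tnf (adjusted p = 0.0403, in a range of 0.0233 to 0.0751) lost it without library 2 (0.0570), 3 (0.0700), 6 (0.0885), 7 (0.0907), 8 (0.0913), 9 (0.0730), 12 (0.0635), 13 (0.0606), 14 (0.0531), 15 (0.0736) or 16 (0.0613). Cpt1a (adjusted p = 0.0268) lost it without library 6 (0.0527), 7 (0.0601), 8 (0.0523) or 12 (0.0572), G0s2 in 9 of 16 such fits, Mapkapk3 in 7, Map3k13 in 14 and Uqcrb in 14. For some genes the controls differed more than the sepsis libraries did. Tnf was at 0.0769 ± 0.0422 CPM in the isoflurane controls, with 9 reads over the 4 libraries, and 0.694 ± 0.183 in the propofol controls, and at 1.33 ± 0.308 and 2.63 ± 0.889 after sepsis (SD, n = 4 libraries each), so its larger rise under isoflurane goes with a lower level in both groups. Klf16 was at 13.0 ± 1.29 and 22.1 ± 2.26 CPM in the isoflurane and propofol controls, and at 21.7 ± 4.55 and 14.6 ± 0.577 after sepsis. Such a difference between controls may come from the anesthetic, the induction drug or a batch, which cannot be told apart (4468 genes, as above).

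Gene lists whose interaction was called by camera, as the median of isoflurane minus propofol, were complex I (-0.30), complex II (-0.27), complex III (-0.27), complex IV (-0.14), complex V (-0.20), all subunits of complexes I to V (-0.25), mitochondrial ribosomal proteins (-0.20), fatty acid oxidation (-0.19), cytosolic ribosomal proteins (0.13), neutrophil and monocyte markers (0.73) and lymphocyte markers (0.95). Under fry complexes II and III, the neutrophil and monocyte markers (0.0361) and the lymphocyte markers (0.00172, over 4 genes) remained called, and with an estimated correlation none did (adjusted p between 0.187 and 0.400). For complexes I to V together, other assignments of the libraries gave a camera p as small in 20 of 100 cases, the real one included, so chance cannot be excluded for this test, and the same holds for the camera tests under isoflurane (10 of 35) and propofol (26 of 35). The median of the subunits under isoflurane had 1 split of 35 as far from 0, the real one, so that chance can be excluded for the median and its direction. For the interaction, 3 of 100 assignments, the real one included, gave a median of the subunits as far from 0, so chance can be excluded for that median at a share of 5% but not by a wide margin. Complex IV lost its interaction call by camera (limma) without library 4 (0.145), 13 (0.0705) or 15 (0.0533).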

How the results depend on the processing

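All alternatives below were planned except DESeq2 on every gene with at least 1 count, which was chosen only after the results were seen. Scaling by RLE size factors, DESeq2, limma-voom, no limit on low counts, a mean CPM of at least 1, thinned counts and a fit of all 16 libraries left the number of genes changed by sepsis within 1.5 times its value, with between 4735 and 5779 genes under isoflurane and between 3998 and 4375 under propofol when library totals and the added alternative are included. With an adjusted p below 0.01 the numbers were 3200 under isoflurane (1665 raised and 1535 lowered) and 2628 under propofol (1254 raised and 1374 lowered), since the stricter value calls fewer genes by construction. Leaving out a library gave between 4145 and 5668 genes under isoflurane and between 3501 and 4291 under propofol. Shared calls in the same direction ranged from 2769 to 3071. The slope of the propofol on the isoflurane response was between 0.835 and 0.876 over the processing alternatives, and between 0.784 (without library 1) and 0.884 (without library 4) when a library was left out. No paired analysis was possible because the libraries of different groups carry no shared replicate numbers.

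Under isoflurane the median of the subunits of complexes I to V was below 0 in every alternative, between -0.34 and -0.24, and between 36 and 44 subunits were called, all lowered. Under propofol the median lay between -0.10 and -0.04. When libraries were scaled by their totals alone, 16 subunits were called under propofol, 16 of them lowered, and 7 of the 11 genes of Fig. 7 were called. That scaling moved the median of all genes by -0.07 under isoflurane and -0.05 under propofol, which is of the size of the propofol median itself, and it lowered the raised share of calls from 51.3% to 43.0% and from 48.4% to 38.3%. It also turned Atp5d under isoflurane to -0.0297 (edgeR's adjusted p = 0.801) and changed the direction of the camera test of complex III (adjusted p = 0.862) and of the hepatocyte markers (0.948) under propofol, none of them called in any fit. The other alternatives gave between 4 and 7 changed subunits under propofol. Leaving out libraries gave between 3 and 7 changed and between 2 and 6 lowered, with 3 changed without library 11, 14 or 16, and 2 lowered without library 14 or 16. The number of genes of Fig. 7 called under propofol was 1 with DESeq2, without a limit on low counts, with a mean CPM of at least 1, with thinned counts and with DESeq2 on every gene. Without single libraries it ranged from 0 (library 11, 14 or 16) to 3 (library 10), with 1 without library 9, 12 or 15. The cause was not tested.

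For large changes the limit on low counts mattered most. Without it 157 genes were below -2 under isoflurane and 216 above 2 under propofol, and the latter number was 175 in the fit of all 16 libraries and 197 with DESeq2 on every gene. The median absolute log2 fold change rose to 0.43 under isoflurane and 0.34 under propofol without the limit, and to 0.42 and 0.35 with DESeq2 on every gene, because genes with few counts enter both. Of the 6 MAPK genes named in the text, limma-voom called 1 above 2 under isoflurane and edgeR without library 3 also 1, and leaving out single libraries gave between 1 and 4. Under propofol 1 of the 6 was called above 2 without the limit and with DESeq2 on every gene, and 0 in the other fits. The MAPK family had between 0 and 1 genes above 2 under propofol when a library was left out, 0 without library 14 or 16. The cause was not tested.

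The interaction depended most on the processing. Of the 289 genes, 176 had the higher and 113 the lower log2 fold change under isoflurane. The number became 847 with DESeq2 (506 and 341), 839 with DESeq2 on every gene (502 and 337), 168 without a limit on low counts (101 and 67) and 187 with thinned counts (116 and 71). Of the 289, 285 were called by DESeq2, 280 by DESeq2 on every gene, 167 without the limit and 165 after thinning, 278 with RLE size factors, 263 with library totals, 222 with limma-voom and 275 with a mean CPM of at least 1. DESeq2 had also made the larger share of false calls in simulated counts (13.7%). Leaving out 1 library gave between 54 and 1615 genes, between 29 and 865 higher and between 25 and 750 lower under isoflurane. The highest came without library 1, which kept all 289, and the lowest without library 12, which kept 54. Numbers more than 1.5 times away also came without library 3 (104), 5 (109), 6 (60), 7 (76), 8 (65), 9 (95), 11 (138), 13 (110), 14 (103) and 15 (97), and without library 2 the number lower under isoflurane was 70. Fewer libraries also give a weaker test by construction, which does not account for the rise without library 1. The cause of that rise was not tested. The interaction was called for 0 genes of Fig. 7 with RLE size factors, without the limit and with thinned counts, and for 5 with DESeq2 and DESeq2 on every gene. For subunits of complexes I to V it was called for 0 under the same 3 edgeR settings and for 10 with DESeq2 and with DESeq2 on every gene. Leaving out a library gave between 0 and 6 genes of Fig. 7, 6 without library 1, 2 without library 10 and 1 without library 4, and between 0 and 20 subunits, 20 without library 1, 4 without library 10 and 1 without library 4. Without any other library both numbers were 0. Over all 11 genes of Fig. 7 edgeR's unadjusted p was below 0.05 for 6.

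Set tests depended on the correlation assumed between genes. With a correlation estimated from the libraries none of the complexes was called, with adjusted p under isoflurane of 0.467 for complexes I, II and III and for all subunits together, and 0.519 for complex V, and of 0.400 for the interaction of each complex and of all together. Under fry the calls under isoflurane remained, while for the interaction complex I and all subunits together were at 0.0587, complex IV at 0.114 and complex V at 0.0936. After thinning, camera gave 0.0518 for the interaction of complex IV, and leaving out a library gave adjusted p between 0.00314 and 0.145 (limma), with the call lost without library 4 (0.145), 13 (0.0705) or 15 (0.0533). Under propofol, where no complex was called, the direction of the camera test changed for complex III (adjusted p between 0.744 and 0.984) without library 9, 12, 13 or 15, for complex V (between 0.473 and 0.842) without library 10 or 14, and for the hepatocyte markers (between 0.790 and 0.976) without library 12, 13 or 15. Among the other gene lists, 7 of 21 tests kept their side with an estimated correlation and 14 lost their call, and under fry 14 kept their side, 5 lost their call and 2 gained one.

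Genes named in the text kept the direction and side of the threshold of their sepsis effect in 116 cases with DESeq2, with 2 calls lost and 1 gained. The same numbers were 118, 0 and 1 with RLE size factors, 110, 0 and 8 with library totals, 115, 4 and 0 with limma-voom, 117, 2 and 0 without a limit on low counts, 112, 0 and 0 with a mean CPM of at least 1, 112, 2 and 1 with thinned counts, and 115, 2 and 2 in the fit of all 16 libraries. Over the fits that left out a library they were 899, 43 and 8. For the interaction DESeq2 gained 9 calls and lost 0, limma-voom lost 3, and leaving out a library lost 70 and gained 22 over all genes and libraries. Signs changed only for values that were not called. Atp5d under isoflurane ranged from -0.0049 to 0.098 when a library was left out, below 0 without library 2 or 7. The interaction of Ptx3 was -0.0015 with library totals, -0.0073 with DESeq2, -0.40 with limma-voom, -0.0013 without the limit and -0.0094 with DESeq2 on every gene, and ranged from -0.96 to 0.34 when a library was left out, below 0 without library 1, 4, 6, 9, 10 or 14. That of Cacna2d4 was -0.0087 with DESeq2, -0.69 with limma-voom and -0.0058 with DESeq2 on every gene, and ranged from -2.15 to 0.46, below 0 without library 2, 6, 11, 12, 14 or 15. Leaving out a library moved the interaction of Reg3a between -0.38 and 0.53 (below 0 without library 1, 2, 5, 9, 10 or 15), of Map2k6 between -0.59 and 0.11 (above 0 without library 4 or 10), of Map3k2 between -0.0095 and 0.40 (below 0 without library 3), of Map3k8 between -0.26 and 0.14 (above 0 without library 11) and of Mapkapk2 between -0.087 and 0.31 (below 0 without library 4, 7 or 12).

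Depth limits what can be said of genes with few reads. The shallowest library had 14199422 reads on genes and the deepest 49937173, and after thinning to the shallowest 4735 genes were called under isoflurane and 4126 under propofol. F2rl1, Mapk4 and Ntsr2, and Il6 under propofol, had too few counts for the test used, so their fold changes rest on counts of 66 or fewer in a sepsis group. Under propofol the ratio of sepsis to control was 17.5 for Il6 (66 reads against 3), with a 95% interval of 5.73 to 87.0, and 13.3 for Ntsr2 (50 against 3), with 4.28 to 66.5, intervals that cover counting error only and not the spread between libraries.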

Differences from the paper's values

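The alternative of DESeq2 on every gene with at least 1 count was chosen only after the values were seen, and the other tests in this part were planned. Of the 11 genes of Fig. 7, the number with a change of mRNA by RNA sequencing under propofol is about 1 in the paper (Fig. 7, read by eye) and 2 here by edgeR, Ndufv2 and Atp6ap1l. The legend of that figure counts the genes changed by sequencing and by qPCR together, and the qPCR values are not used here. Of the alternatives set before the data were examined, DESeq2, no limit on low counts, a mean CPM of at least 1 and thinned counts gave 1, as did leaving out library 9, 12 or 15, and these do not differ from the paper's value. RLE size factors, limma-voom and the fit of all 16 libraries gave 2, library totals alone gave 7, and leaving out a library gave 3 (library 10), 2 (library 13) or 0 (library 11, 14 or 16), and these differ. The added alternative gave 1, and drops none of the genes of Supplementary Tables 2 and 3, calling 60 of 60 and 24 of 24 genes of the first and 229 of 229 and 184 of 184 of the second under isoflurane and propofol. DESeq2 with the low-count limit called 59 and 23, and 228 and 182.

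The paper names 6 MAPK-related genes above a log2 fold change of 2 under isoflurane, and 4 of them were called here, because F2rl1 and Mapk4 had too few counts to be tested. Gdf15, Dusp10, Adm and Dusp8 were called above 2 by edgeR. DESeq2 on every gene, chosen after seeing the values and dropping 0 of the paper's 6 genes, calls all 6, with adjusted p of 0.0335 for F2rl1 and 0.0429 for Mapk4. EdgeR without a limit on low counts calls F2rl1 at 0.0293, where its log2 fold change is 1.96, and does not call Mapk4 (0.0755).

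The text states no significant change of mRNA of any complex under propofol. By edgeR 6 subunits were called there, all of complex I and among them Ndufa8, Ndufv3, Ndufb10, Ndufv2 and Ndufs4, and each of the 6 is also among the 7 subunits in the propofol part of Supplementary Table 2. None of the 5 complexes was called as a set under propofol by camera, fry or an estimated correlation, and 0 of the 11 genes of Fig. 7 passed when adjusted over the list alone, with 5 at an unadjusted p below 0.05 and 1 called by DESeq2 and 2 by limma-voom over all genes. Under isoflurane the text states lower mRNA for all complexes. The median was below 0 in each of them, while in complex IV 1 of 11 subunits was called and camera's adjusted p was 0.223 (0.118 to 0.684 over the alternatives, fry and an estimated correlation included). Its median of -0.11 was -0.06 without library 4, where camera's adjusted p was 0.550, and without library 3 the adjusted p was 0.0971.

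Supplementary Table 2 lists Cox4i2 as raised under isoflurane, a gene with too few counts for the test used here. DESeq2 on every gene calls it (log2 fold change 1.97, adjusted p = 0.0459) and edgeR without a limit does not (1.90, 0.0801). The picture of Fig. 8F, read by eye, labels F2rl1 and Ntsr2 as MAPK-related genes far to the right under propofol. Neither was tested here for lack of counts, and Ntsr2 was looked at only because of that picture. F2rl1 had 22 reads in the Propofol-Sepsis group and 1 in its controls, a ratio of 17.5 (95% counting interval 2.83 to 722), and Ntsr2 50 and 3, a ratio of 13.3 (4.28 to 66.5). Library 10, which held transcripts of brain, had 42 of the 50 Ntsr2 reads. With DESeq2 on every gene both are called (adjusted p = 0.0188 and 0.0256), and edgeR without a limit calls F2rl1 (0.0186) and not Ntsr2 (0.0558). Without library 10 the log2 fold change of Ntsr2 is 1.60 with an unadjusted p of 0.244 from DESeq2 and no adjusted p. The legend of Fig. 8 gives panel E to propofol and panel F to isoflurane, while the pictures and the text give them the other way round, and the pictures are followed here. The numbers in Fig. 8C,D are of genes picked by terms and are not on the same measure as the counts over all genes.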

Other observations

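The tests of the spread between isoflurane libraries, of leukocyte RNA and of a batch or the induction drug, and the comparison of library patterns below, were chosen only after the results were seen. The test of whether library 10 lowered the number of calls under propofol and that of the gene annotation were written down before the values they measure were seen but were prompted by counts already looked at, and the remaining tests were written down first. How to read the tests of library 10, of the spread and of the counts within lists was settled only after their values were known. More genes were changed by sepsis under isoflurane (5183) than under propofol (4353). Depth is argued against as the cause, since 4735 and 4126 were called after counts were thinned to the shallowest library. Brain RNA in library 10, which would widen the spread under propofol, is argued against as the whole cause. Without that library 4291 genes were called under propofol, fewer than in each isoflurane fit that left out a sepsis library (4768 to 5668). The isoflurane fits that left out a control library instead called between 4145 and 4323. A partial effect of library 10 stays open, since the fits that left out another propofol library called fewer genes (3501 to 3904). A smaller spread between isoflurane libraries also stays open, because the common biological coefficient of variation over the groups of an anesthetic was the larger under isoflurane (0.167, and 0.148 under propofol), while by group it was the smaller there, at 0.234 in the Isoflurane-Sepsis group and 0.246 in the Propofol-Sepsis group, and at 0.0629 and 0.117 in their controls. The anesthetic, the induction drug and any batch remain open as well and were not separated. None of 34 other splits of the 8 libraries of an anesthetic, with the real one making 35, gave as many calls under isoflurane (1 of 35) or under propofol (1 of 35), so chance can be excluded for each number. For the shared calls in the same direction (1 of 100) the splits cannot decide, because the other splits called no gene that could be shared. Of the 3024 genes called under both, 2994 had the same sign in comparisons that share no library. Chance is left open too for the counts within a list, the subunits and the MAPK family genes raised by more than 1 (1 of 35 for each anesthetic). The other splits called no gene at all by edgeR, and the adjusted p of a listed gene depends on the other genes called.

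Lower mRNA of complexes I to V under isoflurane did not depend on the scaling, since the highest median under RLE size factors or library totals was -0.264, nor on depth, since the median after thinning was -0.249. Under propofol, 16 of 35 splits gave a median as far from 0 as the real one, and chance cannot be excluded there. A higher share of leukocyte RNA after sepsis, diluting that of hepatocytes, may lower mRNA of any hepatocyte gene. The median of 20 hepatocyte markers was -0.0873 under isoflurane, with 5 called lower and 6 called higher, so the markers go in different directions and the share of leukocyte RNA and a change within hepatocytes cannot be told apart by this list.

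Neutrophil and monocyte markers rose under both anesthetics, with a median log2 fold change of 1.31 and 14 of 17 tested genes called under isoflurane, and 0.49 and 12 of 18 under propofol (camera's adjusted p = 3.3e-07 and 1.7e-04). Of lymphocyte markers 4 of 12 were tested, with a median of 0.51 under isoflurane, where 2 were called higher, and -0.29 under propofol, where 2 were called lower. Neither was called as a set by camera (adjusted p = 0.118 and 0.174), while fry called both (0.0246 and 0.00605), and without library 1 camera called the rise under isoflurane (0.0472). Fatty acid oxidation genes fell under both, by a median of -0.70 and -0.50, with 17 of 18 called in each and 18 of 18 when adjusted over the list alone (camera's adjusted p = 7.8e-08 and 4.3e-07). Mitochondrial ribosomal proteins had medians of -0.36 and -0.16, with 42 and 24 of 66 called (camera's adjusted p = 7.8e-08 and 0.00211). The call under propofol was lost without library 10 (0.0543) and with fry (0.146). Cytosolic ribosomal proteins had medians of 0.21 and 0.07, with 42 of 70 and 3 of 71 called, and 42 and 0 when adjusted over the list alone (3.1e-07 and 0.0372). The last call was lost without library 11 (0.277), 12 (0.178), 13 (0.0882) or 15 (0.159), with library totals alone (0.153) and with fry (0.415). Hepatocyte markers under propofol had a median of -0.07, a mean of 0.03 and 5 genes called lower and 6 higher, and camera gave a rise that was not called (adjusted p = 0.952), which turned to a fall with library totals alone (0.948) and without library 12 (0.960), 13 (0.864) or 15 (0.976). The MAPK family, for the interaction, had an adjusted p of 0.0679 by camera (0.0521 to 0.400 over the alternatives) and was called without library 1 (0.0385), 4 (0.0423), 6 (0.0459) or 10 (0.0220). With an estimated correlation camera called none of these lists (adjusted p of 0.467 or more within each anesthetic).

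The paper measures proteins, serum cytokines and mitochondrial DNA whose genes are in the counts in part, and their mRNA is given here as values. By edgeR, Hif1a had a log2 fold change of 0.75 under isoflurane (adjusted p = 0.00318) and 0.17 under propofol (0.0512, in a range of 0.0424 to 0.248 over the alternatives, and called without library 10 (0.0499) or 12 (0.0394)), with an interaction of 0.57 (0.0671, in a range of 0.0196 to 0.0846, 0.0220 with DESeq2, and called without library 1 (0.0127) or 4 (0.0389)). Nos2 rose by 5.07 and 3.37 under isoflurane and propofol (adjusted p = 1.96e-04 and 6.4e-04), with an interaction of 1.70 (0.248) that was 0.74 without library 15. Hmox1 rose by 2.04 under isoflurane (adjusted p = 0.00999) and fell by 0.98 under propofol (0.0579, in a range of 0.0478 to 0.117, called without library 10 (0.0364) or 16 (0.00944), and -0.62 without library 15 (0.170)). Il1b rose by 3.70 (7.3e-05) and 2.36 (2.5e-05), with an interaction of 1.34 (0.0623, in a range of 0.0103 with DESeq2 to 0.108, and called without library 1 (0.0138) or 4 (0.0456)), and Tnf by 4.04 (9.3e-05) and 1.90 (9.6e-04). Il6 rose by 5.40 under isoflurane (2.5e-04), was not tested under propofol, and had an interaction of 1.37 (0.550), which was 0.79 without library 4 and 0.38 without library 14. Without a limit on low counts it rose by 4.00 under propofol (0.00300), from 3 reads in the controls to 66, a ratio of 17.5 (95% counting interval 5.73 to 87.0). Bcl2 was not tested under either anesthetic, and without a limit edgeR gave 0.44 (0.515) and 0.19 (0.823). Over the list of 7, edgeR called 6 under isoflurane and 3 under propofol over all genes, and 6 and 5 adjusted over the list alone.

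In the Isoflurane-Sepsis group, Hmox1 was at 353, 1009, 2030 and 544 CPM in libraries 1 to 4, and Gdf15, Dusp10, Adm, Map3k1 and G0s2 were also highest in library 3 and next in library 2. These genes were chosen after their values were seen. The libraries are pools of different rats, which the design does not distinguish, so no explanation was tested.

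Adh6 had 436, 300, 283 and 1166 reads in the isoflurane controls and 0, 0, 37 and 88 in the Isoflurane-Sepsis libraries, and at most 1 read in any propofol library. A different gene annotation behind the files of the anesthetics, in which a gene would be missing from the others, would be expected to leave many genes absent. Of 9572 genes above a mean of 1 CPM in the isoflurane controls, 1 had 3 or fewer reads over the 8 propofol libraries, Adh6 itself, and of 9674 above it in the propofol controls 0 had 3 or fewer in the 8 isoflurane libraries, which argues against this explanation. A strain variant, the induction drug and a batch were not tested for this gene.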
